# Combined RNA interference and gene replacement therapy targeting *MFN2* as proof of principle for the treatment of Charcot–Marie–Tooth type 2A

**DOI:** 10.1007/s00018-023-05018-w

**Published:** 2023-11-25

**Authors:** Federica Rizzo, Silvia Bono, Marc David Ruepp, Sabrina Salani, Linda Ottoboni, Elena Abati, Valentina Melzi, Chiara Cordiglieri, Serena Pagliarani, Roberta De Gioia, Alessia Anastasia, Michela Taiana, Manuela Garbellini, Simona Lodato, Paolo Kunderfranco, Daniele Cazzato, Daniele Cartelli, Caterina Lonati, Nereo Bresolin, Giacomo Comi, Monica Nizzardo, Stefania Corti

**Keywords:** *MFN2*, RNA interfering, Gene therapy, Motor neuron, MitoCharc1, CMT2A

## Abstract

Mitofusin-2 (MFN2) is an outer mitochondrial membrane protein essential for mitochondrial networking in most cells. Autosomal dominant mutations in the *MFN2* gene cause Charcot–Marie–Tooth type 2A disease (CMT2A), a severe and disabling sensory-motor neuropathy that impacts the entire nervous system. Here, we propose a novel therapeutic strategy tailored to correcting the root genetic defect of CMT2A. Though mutant and wild-type *MFN2* mRNA are inhibited by RNA interference (RNAi), the wild-type protein is restored by overexpressing cDNA encoding functional *MFN2* modified to be resistant to RNAi. We tested this strategy in CMT2A patient-specific human induced pluripotent stem cell (iPSC)-differentiated motor neurons (MNs), demonstrating the correct silencing of endogenous *MFN2* and replacement with an exogenous copy of the functional wild-type gene. This approach significantly rescues the CMT2A MN phenotype in vitro, stabilizing the altered axonal mitochondrial distribution and correcting abnormal mitophagic processes. The *MFN2* molecular correction was also properly confirmed in vivo in the MitoCharc1 CMT2A transgenic mouse model after cerebrospinal fluid (CSF) delivery of the constructs into newborn mice using adeno-associated virus 9 (AAV9). Altogether, our data support the feasibility of a combined RNAi and gene therapy strategy for treating the broad spectrum of human diseases associated with *MFN2* mutations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-023-05018-w.

## Introduction

Mitofusin-2 (MFN2) is a highly conserved GTPase anchored to the outer mitochondrial membrane. Together with its homolog Mitofusin 1 (MFN1), MFN2 is involved in regulating the balance between mitochondrial fusion and fission, two processes that are critical in mitochondrial network quality control, cellular stress response, and apoptosis [1–5]. In neurons, MFN2 also plays a tissue-specific role in regulating mitochondrial axonal transport; its dysfunction, which causes energy failure, has been correlated to the pathogenesis of common neurodegenerative diseases, such as Alzheimer’s disease (AD) and Parkinson’s disease (PD) [5–7]. MFN2 is encoded by the nuclear *MFN2* gene, whose mutations are mainly associated with the disease Charcot–Marie–Tooth type 2A (CMT2A; OMIM 609260), the most common subtype of axonal Charcot–Marie–Tooth (CMT) [1, 8–13], but also with severe neurological forms that involve the entire central nervous system (CNS) [3, 13, 14]. CMT2A is clinically characterized by severe neuropathy, predominantly motor, accompanied in some cases by significant proprioception loss [3, 12, 13, 15]. Patients with CMT2A usually begin to experience progressive muscle weakness and atrophy of the legs and arms in childhood, and one-fourth to one-third of them become wheelchair-dependent [3, 10, 12, 13, 15]. In addition to the classic form of CMT2A, a clinical spectrum of uncommon presentations has been reported in some cases, suggesting that MFN2 dysfunction may also lead to CNS and systemic impairment [3, 10, 12, 13, 15]. These phenotypes span from pyramidal and white matter alterations, often in the form of spastic paraparesis, to severe encephalopathies with developmental delay, with a high degree of neurological deficits [15–18]. Additional symptoms may be present, particularly optic nerve atrophy [3, 10, 12–14, 19]. These observations suggest that MFN2 mutations may have a broader impact on the nervous system than previously thought, resulting in a broad spectrum of clinical features and inter-individual variability despite the predominance of a severe phenotype [12]. More than 100 MFN2 mutations have been detected in CMT2A patients, but most of them are missense, whereas a limited number are nonsense variants or deletions. Although a few recessive forms have been described [20–23], CMT2A is generally associated with autosomal dominant or de novo dominant inheritance [8, 9, 12]. MFN2 mutations seem to induce the disease through a “dominant-negative” mechanism, meaning that expression of the wild-type (WT) *MFN2* allele is negatively regulated by the mutant protein [2, 12, 24–26]. These considerations highlight the need to preserve the healthy function of the endogenous protein. No Food and Drug Administration (FDA) or European Medical Agency (EMA)-approved curative or symptomatic medications are currently available, and management is based on supportive care. Thus, the development of meaningful therapeutic strategies for these highly disabling and often fatal mitofusinopathies is urgently needed. A rational approach for slowing or preventing disease progression is based on tackling the underlying genetic cause. Currently, several gene therapy-based strategies are in development for genetic neuromuscular diseases and aim to replace missing or defective genes with the aid of viral vectors [27, 28]. One of the most remarkable therapeutic success is represented by the approval of a gene therapy-based approach for spinal muscular atrophy (SMA), a severe fatal genetic motor neuron disease comprising the delivery of a healthy copy of *SMN* by adeno-associated virus serotype 9 (AAV9) [29]. AAV9 is a relatively safe vector that can effectively transfect neurons and motor neurons (MNs) of the CNS after systemic injection, at least in newborns, or upon cerebrospinal fluid delivery by lumbar puncture at later stages [30], guaranteeing long-term (at least 10 years) genetic correction [31]. Moreover, increasing knowledge on the translational and posttranslational machinery has led to the identification of molecular strategies that are able to down-regulate the gene expression of a toxic gene isoform, such as RNA interference (RNAi) with microRNA or short-hairpin RNA (shRNA) [32]. Although it is still unclear how *MFN2* mutations lead to selective neuronal degeneration, gene therapy that replaces the functional protein while concurrently reducing the mutant one could represent a potentially valuable therapeutic strategy, tackling the root cause of the disease. However, it is necessary to selectively silence the mutant allele, leaving the WT allele intact. This objective is difficult to achieve because the broad spectrum of patient mutations would require a tailored silencing strategy for each or a few patients, with practical difficulties in drug development and regulatory agency approval. Here, we propose a new combined RNAi and gene therapy approach in which both mutant and WT endogenous alleles are inhibited by shRNA, whereas the WT protein is restored using a WT cDNA modified to be resistant to the shRNA. We successfully generated two constructs carrying the shRNA and resistant cDNA. We were then able to achieve effective silencing of the endogenous *MFN2* alleles (both mutant and WT) and replace them with WT shRNA-resistant *MFN2* through in vitro lentiviral delivery in CMT2A MNs from human induced pluripotent stem cells (iPSCs) [33] and in vivo AAV9 delivery into the cerebrospinal fluid in MitoCharc1 mice, a CMT2A model [34]. The expression of WT exogenous MFN2 combined with the silencing of endogenous MFN2 was able to stabilize the mitochondrial distribution and quantity and to rescue abnormal autophagic processes. Our data provide proof-of-concept evidence that the combined RNAi and gene therapy approach may serve as a therapeutic strategy for mitofusinopathies and, potentially, other inherited autosomal dominant neurological diseases.

## Materials and methods

### Cell culture

The iPSC lines from CMT2A patients and healthy subjects were derived from fibroblast samples collected by our institutional biobank with appropriate consent and local ethical committee approval and were already available in our laboratory [33]. The iPSCs were maintained in culture on Matrigel-coated dishes with Essential 8 medium (Thermo Fisher Scientific). Lentiviral transductions, selection and expansion of stable iPSC lines were performed in mTeSR1 (Stem Cell Technologies). HeLa cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM)/F12 supplemented with 15% fetal bovine serum, 1% penicillin/streptomycin (Pen-Strep), and 1% amphotericin B (all from Thermo Fisher Scientific). All cell cultures were maintained at 37 °C in 5% CO_2_. All cell lines were tested for mycoplasma contamination once a month.

### Plasmids

For transient knockdown, pSUPuro-*MFN2*-shRNAtg1 and pSUPuro-*MFN2*-shRNAtg2 were cloned by inserting double-stranded oligos into pSUPERpuro between the BglII and HindIII sites as described previously [35, 36]. The shRNAs expressed from pSUPuro-*MFN2*-shRNAtg1 and pSUPuro-MFN2-shRNAtg2 target nucleotides 1564–1582 (5′-CCTCAAGGTTTATAAGAAT-3′) and 2381–2399 (5-GCAAAGCTGCTCAGGAATA-3′) of *MFN2* mRNA (numbering according to NM_014874.4). pSUPuro-scrambled (5′-ATTCTCCGAACGTGTCACG-3) is described elsewhere [37]. C-terminally Myc-DDK-tagged MFN2 was from Origene (pCMV6-MFN2-Myc-DDK; #RC202218; Myc-tag: EQKLISEEDL  ~ 1202 Daltons; FLAG-tag: DYKDDDDK  ~ 1012 Da).

To render the *MFN2* cDNA RNAi-resistant, silent mutations were introduced into the shRNA target sites in the *MFN2* cDNA using the Quikchange Lightning Multi-Site Kit (Agilent) and primers QC-MFN-t1 (5′-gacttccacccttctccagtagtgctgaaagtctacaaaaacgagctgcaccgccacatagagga-3′) and QC-MFN-t2 (5′-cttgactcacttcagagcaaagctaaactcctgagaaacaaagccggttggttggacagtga-3′) according to the manufacturer’s protocol to generate pCMV6-MFN2Rtg1-Myk-DDK and pCMV6-MFN2Rtg2-Myk-DDK, respectively. For stable knockdown, the shRNAtg2 sequence was inserted into pEco-Lenti-H1-shRNA-Blasticidin (Gentarget). To increase the expression of blasticidin resistance in iPSCs, the RSV promoter between the MluI and KpnI sites of pEco-Lenti-H1-MFN2-shRNAtg2-shRNA-Blasticidin was replaced by a gene-synthesized fragment (GeneArt Gene Synthesis) containing a CMV promoter with a chimeric intron to generate pEco-Lenti-H1-MFN2-shRNAtg2-CMV-BSD. To generate the lentiviral *MFN2* cDNA expression construct (pLVX-EF1a-MFN2Rtg2-Myk-DDK-IRES-Puro), *MFN2* cDNA was excised from pCMV6-MFN2Rtg2-Myk-DDK using EcoRI and PmeI (New England Biolabs) and cloned into the EcoRI-BamHI (Blunt) sites of PLVX-EF1a-IRES-Puro (Clontech). All constructs were verified by Sanger sequencing.

### Transient transfection, lentiviral vector production, and transduction

HeLa cells were transfected with 7.5 µg shRNAtg1 or shRNAtg2 using Lipofectamine LTX reagent (ThermoFisher Scientific) or Dreamfect (OZ Biosciences). Twenty-four hours after transfection, cells were selected in DMEM/F12 medium supplemented with 1.5 µg/mL puromycin (Sigma Aldrich). Co-transfection experiments with 7.5 µg shRNAtg1/MFN2Rtg1 or shRNAtg2/MFN2Rtg2 were performed in parallel in a 1:1 (3.75 µg shRNA to 3.75 µg pCMV6) ratio. After 24 h, cells were cultured in the presence of 500 µg/mL G418 (Sigma Aldrich). Cells were transfected with pSUPuro-SCR under the same conditions as controls. Virus production for protein expression was essentially performed as follows. HEK 293 T cells were transfected with pEco-Lenti-H1-shRNAt2-CMV-BSD supplemented with Lentiviral Packaging plasmid (Gentarget; #HT-Pack) or pLVX-EF1a-MFN2Rtg2-Myc-DDK-IRES-Puro supplemented with Lenti-X HTX packaging mix (Clontech: #631248) according to the manufacturer’s protocol and established methods [36]. Lentiviral supernatants were collected 48 and 72 h post-transfection, filtered through a 0.45-μM polyethersulfone sterile filter (Millipore), followed by concentration using Lenti-X-Concentrator (Clontech: #631232). CMT2A iPSCs were transduced three times with pEco-Lenti-H1-shRNAt2-CMV-BSD supernatant to increase the number of transduced cells without diluting the essential growth factors in the iPSC medium. The cells were incubated twice with lentiviral supernatant overnight. An initial assessment indicated an insufficient MFN2 silencing, so the cells were re-transduced again one month later. Eight hours after the final transduction, cells were expanded under blasticidin selection at a final concentration of 2.5–5 μg/mL, followed by a final 5-day selection with 40 µg/mL blasticidin. To rescue MFN2 expression, pLVX-EF1a-MFN2Rtg2-Myc-DDK-IRES-Puro viral supernatant was added twice to pEco-Lenti-H1-shRNAt2-CMV-BSD transduced cells. Forty-eight hours after the final transduction, cells were expanded with puromycin to a final concentration of 0.5 μg/mL.

### Differentiation of iPSCs into MNs

iPSCs were differentiated into MNs using a multistep protocol modified from Maury et al. [38]. To induce embryoid body (EB) formation from iPSCs, on day 0, iPSCs were dissociated with accutase and resuspended in differentiation N2B27 medium (1:1 DMEM/F12-Neurobasal media, supplemented with N2, B27, 2 mM L-glutamine, 1% Pen-Strep, 0.1 mM β-ME; all from ThermoFisher Scientific), with 10 μM Y-27632 (Cell Signaling Technology), 0.1 μM LDN 193189 (MiltenyiBiotec), 20 μM SB431542, and 3 μM CHIR-99021 (both from Sigma Aldrich). The media was replaced every 2 days, adding small molecules as follows: on day 2, 1 μM LDN 193189 (MiltenyiBiotec), 20 μM SB431542, 3 μM CHIR-99021, and 100 nM retinoic acid (RA, all three from Sigma Aldrich); on day 4: 0.1 μM LDN 193189, 20 μM SB431542, 3 μM CHIR-99021, 100 nM RA, and 500 nM Smoothened Agonist (SAG, Sigma Aldrich); on day 7: 100 nM RA and 500 nM SAG; finally, on day 9: 100 nM RA, 500 nM SAG, and 10 μM DAPT (Stem Cell Technologies). BDNF (20 ng/mL) and GDNF (10 ng/mL; both from Peprotech) were added to the differentiation medium on day 10. On day 11 or 14, EBs were dissociated and the cells seeded on poly-L-ornithine (20 µg/mL) and laminin (20 µg/mL; both from Sigma Aldrich) coated plates. Three or four days after seeding, cells were stained for live imaging analyses, and 5–8 days after seeding, they were fixed for immunocytochemistry and harvested for mtDNA and Western blot analysis.

### Immunocytochemistry of iPSCs and MNs

Cells were fixed in 4% paraformaldehyde for 20 min at 37 °C, permeabilized with 0.25% Triton X-100, and then blocked with 10% bovine serum albumin in phosphate-buffered saline (PBS) containing 0.25% Triton X-100 (all from Sigma Aldrich) for 1 h at room temperature. We incubated the cells with primary antibodies (Table S1) overnight at 4 °C, and then with secondary antibodies (Table S2) for 1 h at room temperature. The nuclei were stained with 0.5 µg/mL DAPI (Sigma Aldrich). Images were acquired using a laser-scanning Leica TCS SP5 confocal microscope (Leica Microsystems, Wetzlar, Germany) or a LED-based Nikon ECLIPSE Ti/CREST microscope (Nikon).

### Mitochondrial area analysis

Accurate analysis of the area occupied by mitochondrial structures requires sharp, high contrast images with minimal background noise. Single maximum intensity projection images of TOM20 immunolabeled MNs obtained by laser-scanning confocal microscopy (Leica TCS SP5, Leica Microsystems) were pre-processed in Fiji software using an unsharp mask filter and then binarized by thresholding (Otsu threshold 20560–65535). To perform single cell analysis of the mitochondrial area, each cell was subdivided into seven adjacent regions of interest (ROIs), the first spanning from the center of the cell to the axon hillock (7 × 10 µm) and the other six covering the axon (3 × 10 µm), for a total length of 70 µm. The mean fluorescence intensity (*I*_average_) was measured.

Quantification of the mitochondrial area was performed according to the specifications of Valente et al. [39]. The mitochondrial area represents the total area in the image covered by signal after being separated from the background and consists of the number of pixels in the binary image containing the signal multiplied by the area of a pixel. *I* represents the pixel intensity in the binarized image, *x* represents the width of the image in pixels, y represents the height of the image in pixels, and s represents the calibrated length of one pixel:

$${\text{Mitochondrial footprint = }}\frac{{I_{{{\text{average}}}} }}{{I_{{{\text{max}}}} }} \cdot x \cdot y \cdot s^{2}$$

Data were graphed and two groups of data were compared by multiple Student’s unpaired *t*-tests using GraphPad Prism 8 (GraphPad Software, San Diego, California, USA). Data were considered to be significantly different if *p* < 0.05.

### Cell imaging of lysosomes and mitochondria

For mitochondrial and lysosome cell imaging, MNs plated in optical 4- or 8-well µ-Slides (Ibidi GmbH) pre-coated with poli-L-ornithine and laminin (both from Sigma Aldrich) were transduced with CellLight™ Mitochondria-RFP BacMam 2.0 and/or CellLight™ lysosome-GFP BacMam 2.0 reagents (both from ThermoFisher Scientific) (30 particles per cell) and incubated for 48 h at 37 °C. Imaging was performed with a Crest Optics Spinning Disk module (Crest-Crisel Instruments) mounted on a fully automated inverted Nikon ECLIPSE Ti microscope (Nikon) and acquisitions achieved with an Andor DU-888 EM-CCD camera (Andor) for fast recordings and NIS-Elements v.5 software (Nikon).

### mtDNA analysis

Total DNA was extracted from MNs using a standard protocol (Flexigene, Qiagen). The mtDNA was quantified by quantitative real-time PCR using the ΔΔCt method on a 7500 Real Time PCR system (Software 2.01, Applied Biosystems, ThermoFisher Scientific) and the Taqman assay with probes for human mitochondrial genes *CYTB* (VIC-CAC CAG ACG CCT CAA CCG CCT T-TAMRA) and *ND4* (FAM-CCG ACA TCA TTA CCG GGT TTT CCT CTT G-MGB), normalizing for nuclear *APP* (FAM-CCC TGA ACT GCA GAT CAC CAA TGT GGT AC-TAMRA) and *RNAseP* (TaqMan™ Copy Number Reference Assay, human, RNase P; 4,403,326) genes, respectively. All quantifications were carried out in triplicate using 25 ng of total DNA as the template. The mtDNA levels were normalized to nuclear DNA and expressed as relative values using the amount of mtDNA in the cells of healthy controls as a reference (relative quantification = 1).

### AAV vectors

AAV9 vectors were produced by Virovek Laboratories (Hayward, CA). 

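The shRNAtg2 target, 5′-GCAAAGCTGCTCAGGAATA-3′, was taken from human MFN2, while the MitoCharc1 mouse also carries its own Mfn2. On GRCm38, mouse Mfn2 lies on the minus strand of chromosome 4 from 147873599 to 147904704. The closest stretch of an annotated mouse Mfn2 transcript with 20 exons to the 19 bases of the target is 5′-GCCAAACTGCTCAGGAATA-3′, at transcript positions 2468 to 2486. Counted from 1 at the 5′ end of the human target, it carries the substitutions A3C and G6A. The mouse site lies in the coding sequence and spans the junction of exons 19 and 20. Its first 14 bases are in exon 19, at 147876951 to 147876964, and its last 5 bases are in exon 20, at 147875454 to 147875458. With 20 bases on either side, the mouse transcript reads 5′-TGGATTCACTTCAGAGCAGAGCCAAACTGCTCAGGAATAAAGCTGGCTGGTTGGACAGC-3′. Among the transcripts of 55450 mouse genes in GENCODE release M21, 0 genes held a site identical to the human target or with 1 mismatch. A site with 2 mismatches was found in 2 genes, Mfn2 and Zfp91, and a closest site with 3 mismatches in 27 genes.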

Self-complementary AAV9-KD (AAV9-KD) contained an shRNAtg2 sequence (5′-GCAAAGCTGCTCAGGAATA-3′) under the control of the U6 promoter to silence MFN2 (numbering according to NM_014874.4) and incorporated a GFP tag under the control of the CMV promoter. Single-stranded (ss)AAV9-KD-rMFN2 (AAV9-KD-rMFN2) contained an shRNAtg2 sequence (5′-GCAAAGCTGCTCAGGAATA-3′) under the control of the U6 promoter and Myc-DDK-tagged *MFN2* cDNA mutated to be resistant to the shRNA (as previously described) under the control of the CMV promoter. As a control, an AAV9-null vector was produced with a non-coding sequence under the control of the CMV promoter.

### Animal procedures

The MitoCharc1 transgenic mice (B6;D2-Tg(Eno2-MFN2*R94Q)L51Ugfm/J) have the neuron-specific rat enolase (Eno2) promoter directing the expression of human R94Q (arginine to glutamine) MNF2 mainly in neurons, mimicking the most common mutation found in CMT2A patients [34]. Hemizygous mutant mice (MFN2) express two copies of mouse WT murine *mfn2* and one copy of human mutant *MFN2*; they are viable, fertile, normal in size. MFN2 mice and WT littermates were used for the experiments and analyses. The genotypes of the mice were confirmed using a PCR-based assay as described previously [34]. All transgenic animals were purchased from the Jackson Laboratory (stock #012812), and they were maintained according to standard conditions, including ad libitum access to food and water and 12-h dark/light cycle. All animal experiments were approved by the Italian Ministry of Health review boards in compliance with U.S. National Institutes of Health Guide for the Care and Use of Laboratory Animals. AAV9-KD or AAV9-KD-rMFN2 (1.8 × 10^13^ vg/kg) were injected into MitoCharc1 pups (P1, *n* = 3) via intracerebroventricular injection [40, 41]. AAV9::null was used as a control vector (*n* = 3). To evaluate MFN2 expression, brains were collected after 2 weeks.

### Protein analysis

Western blotting was performed as described previously [33, 42]. Protein lysate was separated by 4–12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) in MES SDS Running Buffer 20x (B0002; life Technologies) for 30 min at 200 V. To separate endoMFN2 and exoMFN2, the gel was ran in MOPSs SDS Running Buffer 20× (B0001; Life Technologies) for 90 min at 130 V and then 30 min at 90 V. Proteins were transferred to a nitrocellulose membrane (GE Healthcare) and incubated with primary antibodies (Table S1) overnight at 4 °C. The membranes were then incubated in secondary antibodies (Table S2) and the immune complexes revealed using the Odyssey® Fc Imaging System (LI-COR Biosciences). Anti-actin antibody was used as a loading control. Semi-quantitative analysis was performed using Image Studio™ Lite software (LI-COR Biosciences).

### Statistical analysis

Statistical analysis was carried out utilizing StatsDirect for Windows (version 2.6.4) or GraphPad Prism 8 software. Multiple comparisons on a single data set were performed with one-way analysis of variance (ANOVA) and, when several variables were considered, two-way ANOVA was used, followed by appropriate post hoc analysis. Two-tailed, unpaired Student’s *t-*test was employed to compare two groups. All experiments were carried out at least in triplicate. The experimental results are shown as mean + SEM or mean + SD as needed. The null hypothesis was rejected at the 0.05 level of significance.

## Results

### Combined RNAi/gene replacement therapy effectively promotes silencing of endogenous MFN2 and restoration of exogenous wild-type MFN2 protein levels in CMT2A cells

To develop a therapeutic strategy for CMT2A, we investigated a combined approach of RNA interference and gene replacement therapy (RNAi/gene therapy) in which both *MFN2* mutant and WT alleles are inhibited by a shRNA sequence, while the Myc-DDK-tagged WT MFN2 protein is restored leveraging the transfer of a Myc-DDK-tagged *MFN2* cDNA engineered to be resistant to the shRNA (Fig. 1A). We identified and synthesized two shRNA sequences targeting *MFN2* (shRNAtg1 and shRNAtg2) on a genomic stretch free of known CMT2A mutations. In parallel, we modified Myc-DDK-tagged WT *MFN2* cDNA to be resistant to shRNAtg1 (RNAi-resistant MFN2 tg1, MFN2Rtg1) or shRNAtg2 (RNAi-resistant MFN2 tg2, MFN2Rtg2), inserting silent mutations (Fig. 1B). Thanks to this strategy, the modified resistant cDNA escapes silencing from designed shRNA and translates into the WT MFN2 protein. Correct mutations in the construct were verified through direct Sanger sequencing of the plasmids (Fig. 1B). The vectors were tested in vitro by co-transfecting HeLa cells with either shRNAtg1/MFN2Rtg1 or shRNAtg2/MFN2Rtg2. Western blot analysis showed a reduction in the endogenous MFN2 (endoMFN2; *P* < 0.0001) protein levels and overexpression of exogenous Myc-DDK-tagged WT MFN2 (exoMFN2; *P* < 0.0001) protein using both constructs, though the most efficient combination was shRNAtg2/MFN2Rtg2 (Fig. S1). Based on these results, only target2 was used in subsequent experiments. Patient-specific CMT2A iPSCs were transduced with lentiviral vectors either encoding shRNAtg2 or shRNAtg2 and respective RNAi-resistant MFN2 (MFN2Rtg2). Cells treated with shRNAtg2 will hereafter be defined as KD, cells treated with MFNRtg2 as rMFN2, and cells treated with both shRNAtg2 and MFNRtg2 as KD/rMFN2. Western blotting confirmed silencing of the endoMFN2 protein in iPSCs (*P* < 0.001) and the restoration of exoMFN2 levels (*P* < 0.01; Fig. 1C).

**Fig. 1:**
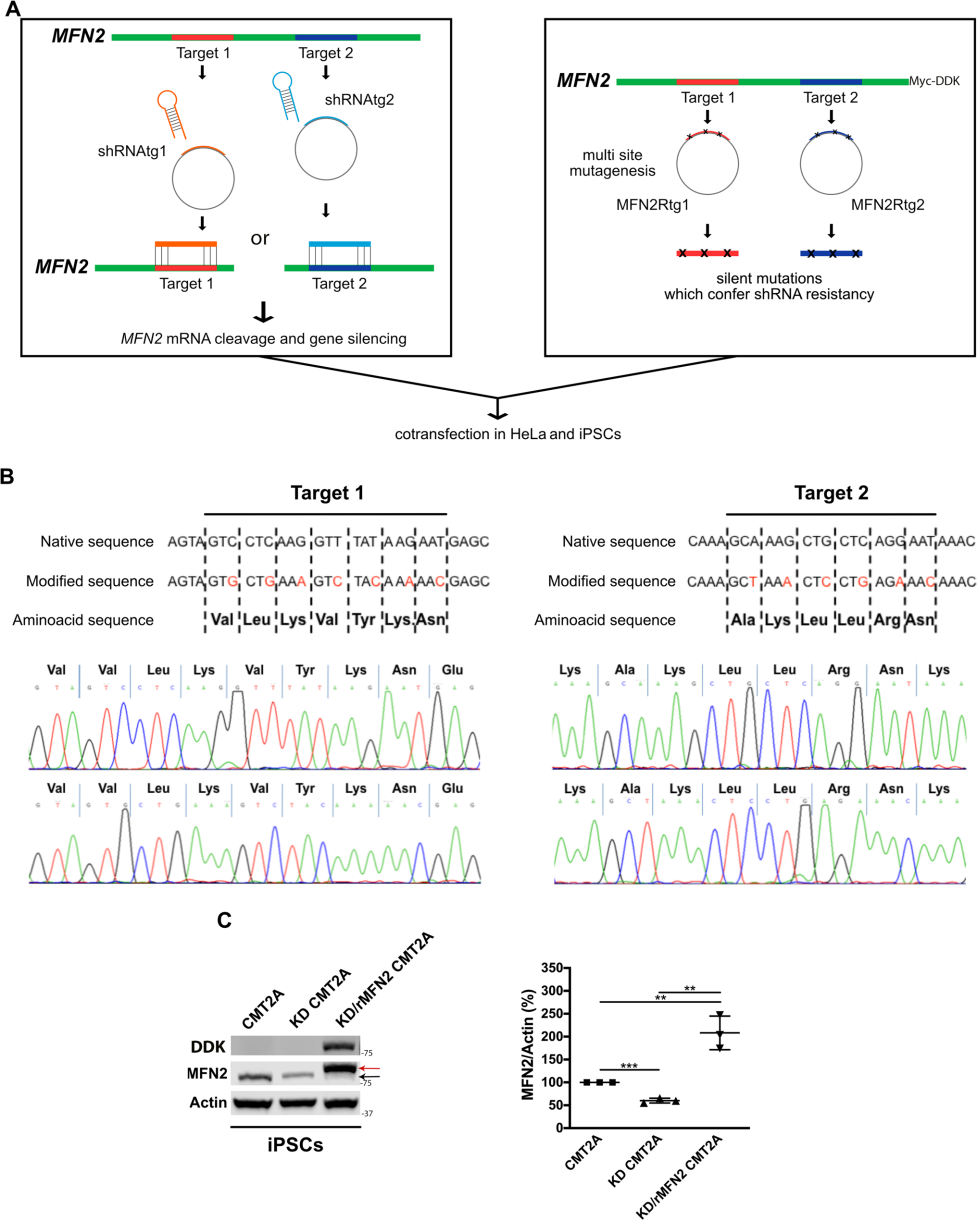
CMT2A iPSCs showed silencing of endogenous* MFN2* and overexpression of modified exogenous *MFN2* after combined RNAi/gene therapy.** A** Schematic representation of *MFN2* gene silencing and *MFN2* multi-site mutagenesis experiments in CMT2A iPSCs and HeLa cells. **B** Diagram of multi-site mutagenesis performed on target1 and target2 of human *MFN2*, respectively. Mutated nucleotides are in red. There was no change in the amino acid sequences between native and mutated sequences. Direct sequencing of vector-mutated sequences confirmed the presence of inserted mutations. **C** Representative Western blot of endogenous MFN2 (endoMFN2, black arrow) and RNAi-resistant exogenous WT Myc-DDK MFN2 (exoMFN2, red arrow) in CMT2A iPSCs (CMT2A) after shRNAtg2 transduction (KD-CMT2A) or after shRNAtg2 and MFN2Rtg2 co-transduction (KD/rMFN2-CMT2A). The specific expression of exogenous MFN2 (Myc-DDK MFN2) was also confirmed by Western blot using an antibody for DYKDDDDK Tag (DDK). Densitometric quantification (n = 3). Error bars indicate SEM of MFN2/Actin expression. **P < 0.01, ***P < 0.001, Student’s *t*-test

After RNAi/gene therapy, stable iPSC lines maintained their embryonic stem cell morphology and expression of pluripotency markers (Fig. 2A).

**Fig. 2:**
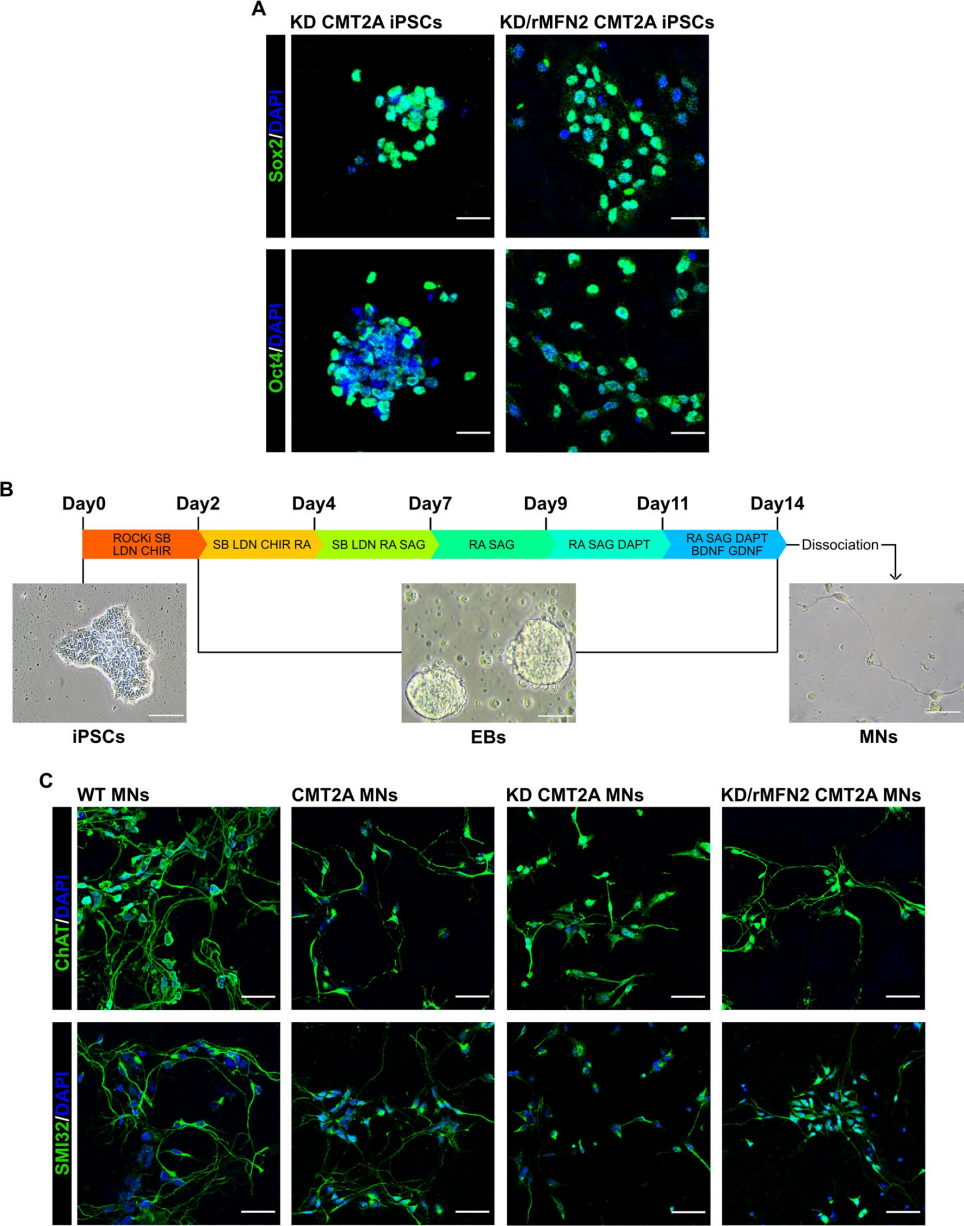
Combined RNAi/gene therapy preserved iPSC and MN phenotypes.** A** Immunocytochemistry of KD-CMT2A and KD/rMFN2-CMT2A iPSCs for pluripotency transcription factors SOX2 (green) and OCT4 (green). Nuclei were labeled with DAPI (blue). Images were acquired using a Leica TCS SP5 confocal microscope at 20 ×  magnification. Scale bar: 25 μm. **B** Experimental outline for MN differentiation of WT, CMT2A, KD-CMT2A, and KD/rMFN2-CMT2A iPSCs and bright-field representative images at three different differentiation time points (iPSC, EB, and MN). Scale bars: 100 μm for iPSCs, 50 μm for both EBs and MNs. **C** Immunocytochemistry of WT, CMT2A, KD-CMT2A, and KD/rMFN2-CMT2A MNs after 2 weeks of differentiation for MN markers SMI32 (green) and ChAT (green). Images were acquired using a Leica TCS SP5 confocal microscope at 20 × magnification. Nuclei were labeled with DAPI (blue). Scale bar: 50 µm

### Combined RNAi/gene replacement therapy increases mitochondrial content and normalizes mitochondrial distribution in CMT2A MNs

As MNs are selectively affected in CMT2A pathogenesis, we evaluated the efficacy of our RNAi/gene therapy strategy in patient-specific CMT2A iPSC-derived MNs, analyzing key MN features relevant to the disease that have already been identified as being impaired [33]. To obtain spinal MNs, control (WT), CMT2A, or stable-engineered KD and KD/rMFN2 iPSC lines were differentiated using a multistep protocol (Fig. 2B) modified from Maury et al. [38]. After 2 weeks of differentiation, cells expressed ChAT and SMI32, indicating MN maturation with no significant differences between engineered and non-engineered cells (Figs. 2C, S2). As demonstrated previously [33], we did not observe differences in survival and axonal elongation between WT and CMT2A MNs (Fig. S3). Similarly, the silencing of endoMFN2 and expression of resistant exo MFN2 did not modify these characteristics (Fig. S3). We also previously reported that MNs derived from CMT2A patients exhibit a global reduction in mitochondrial content and altered mitochondrial distribution [33], in line with data from patients and murine models [2, 25, 43]. When assessing these features in our stable-engineered lines, we observed an increase in mitochondrial content in both KD and KD/rMFN2-CMT2A MNs compared to CMT2A, as demonstrated by the mitochondrial DNA (mtDNA) quantity analysis (*P* < 0.001; Fig. 3A) and TOM20 protein expression (*P* < 0.01; Fig. 3B). Abnormal axonal mitochondrial trafficking is implicated in the pathogenesis of several subtypes of axonal CMT. Neurons expressing mutant MFN2 exhibit altered localization of mitochondria due to their slower anterograde/retrograde movements along axons [2, 25, 43–47]. Our group already observed that mitochondria tend to cluster around the nucleus in CMT2A MNs rather than to spread homogeneously along the axons [33], suggesting that abnormal mitochondrial trafficking may be part of the pathophysiology of CMT2A. Performing mitochondrial area analysis for the mitochondrial protein TOM20 signal, we confirmed a significantly progressive reduction in the amount of mitochondria, which is indicative of mitochondrial distribution, in adjacent regions along the whole axon length of CMT2A cultures compared to controls (*P* < 0.05; Fig. 3C, D; Table S3). Notably, our RNAi/gene therapy strategy restored a normal mitochondrial distribution (*P* < 0.05; Fig. 3C, D; Table S3).

**Fig. 3:**
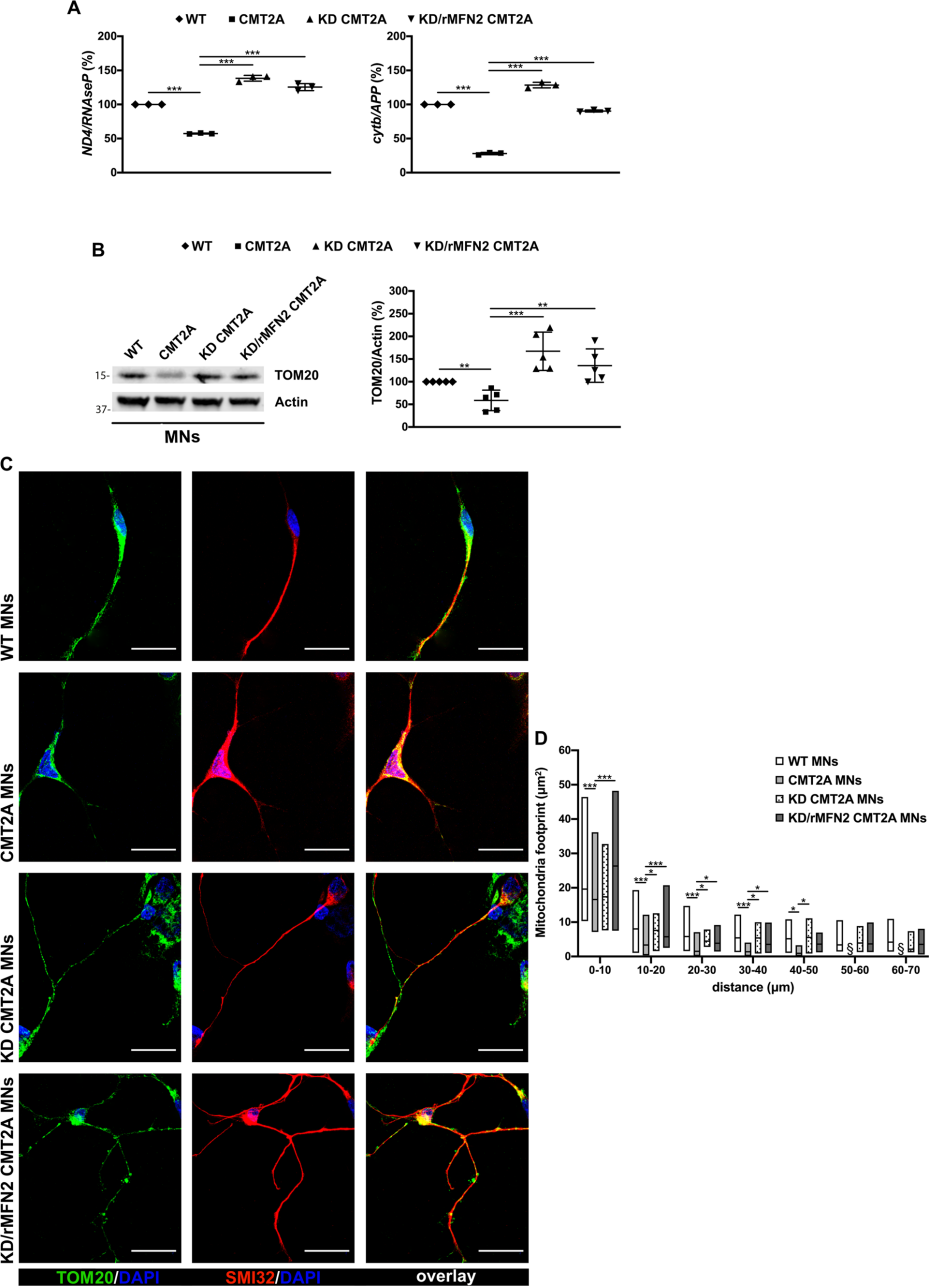
Reduced mitochondrial content and altered mitochondrial distributions were rescued after combined RNAi/gene therapy in CMT2A MNs. **A** Quantitative PCR analysis of human mitochondrial genes (*ND4* and *cytb*) and nuclear genes (*RNAseP* and *APP*) in WT, CMT2A, KD-CMT2A, and KD/rMFN2-CMT2A MNs. Error bars indicate SEM of *ND4/RNAseP* and *cytb/APP*: ***P < 0.001, one-way ANOVA. **B** Representative Western blot analysis of the mitochondrial protein TOM20 in WT, CMT2A, KD-CMT2A, and KD/rMFN2-CMT2A MNs. Error bars indicate SEM of TOM20/actin expression. **P < 0.01, ***P < 0.001, one-way ANOVA. **C** Representative images of WT, CMT2A, KD-CMT2A, and KD/rMFN2-CMT2A MNs labeled with TOM20 (red) and SMI32 (green). Images were acquired using a Leica TCS SP5 confocal microscope at 63 × magnification. Nuclei were labeled with DAPI (blue). Scale bar: 25 µm. **D** Quantification of the mitochondrial area (µm^2^) in the four different MN cultures. Box plots show the median (horizontal lines) and the minimum and maximum (box) values. Multiple Student’s unpaired t-test; *P < 0.05, ***P < 0.001 from 0 to 50 µm; § undetectable fluorescence; *n* = 30 for WT-MNs, *n* = 48 for CMT2A MNs, *n* = 13 for CMT2A-KD MNs, and *n* = 45 for KD/rMFN2-CMT2A MNs in two independent experiments

Following RNAi/gene therapy, CMT2A MNs had a global increase in mitochondrial content and normalization of the altered mitochondrial distribution, supporting the idea that our strategy could have therapeutic relevance for human CMT2A.

### Combined RNAi/gene replacement therapy reduces mitophagy in CMT2A MNs

According to our previously published RNA sequencing and protein study, *MFN2* mutations likely induce an increased autophagic flux and mitochondrial clearance in CMT2A MNs [33], altering the balance between mitochondrial biogenesis and the regulation of autophagy and lysosomal activity. During autophagy initiation, autophagosome formation is associated with the conversion of cytosolic-associated protein light chain 3 (LC3-I) to the membrane-bound LC3-II form, LC3 then binds to the adaptor protein p62/SQSTM sequestrome which facilitates the autophagic degradation of ubiquitinated protein aggregates in lysosomes. Thus, p62 and LC3 are routinely used as biomarkers to monitor the level of autophagy [48]. Therefore, to monitor the effect of RNAi/gene therapy on general autophagy, the expressions of autophagy markers p62 and LC3-II were evaluated in KD and KD/rMFN2-CMT2A MNs compared the untreated CMT2A MNs (Fig. 4A). A reduction in the autophagic substrate p62 and an increase in the LC3-II expression in CMT2A MNs confirmed the activation of autophagy in CMT2A MNs. Notably, after combined RNAi/gene therapy autophagy was reduced (*P* < 0.05; Fig. 4A), whereas silencing per se did not show a significant effect (*P* < 0.05; Fig. 4A). Beside the factors involved in general autophagy (p62 and LC3-II), mitophagy is characterized by the induction of proteins that accumulate on mitochondria before their removal such as BNIP3, which plays a critical role in altering the permeability and dysfunction of mitochondria and thus enhance mitophagy [49]. Interestingly, the levels of BNIP3 were increased in CMT2A MNs compared to WT-MNs (*P* < 0.001; Fig. 4B), confirming the activation of mitophagy in CMT2A cells. Notably, the levels of BNIP3 were reduced after RNAi/gene therapy (*P* < 0.001; Fig. 4B), but no therapeutic effects were observed with *MFN2* silencing alone. The activation of the mitophagic flux was confirmed by an increase in lysosomal-associated membrane protein 1 (LAMP1) expression (*P* < 0.001; Fig. 4B). Restorative effects were detected with combined RNAi/gene replacement therapy (*P* < 0.05; Fig. 4B), but not with *MFN2* silencing alone. The dysfunctional distribution and overlap of lysosomes with mitochondria around the nucleus in CMT2A MNs compared to WT-MNs confirmed the alteration of general autophagy and selective mitophagy. This parameter was reverted upon RNAi/gene therapy (Fig. 4C).

**Fig. 4:**
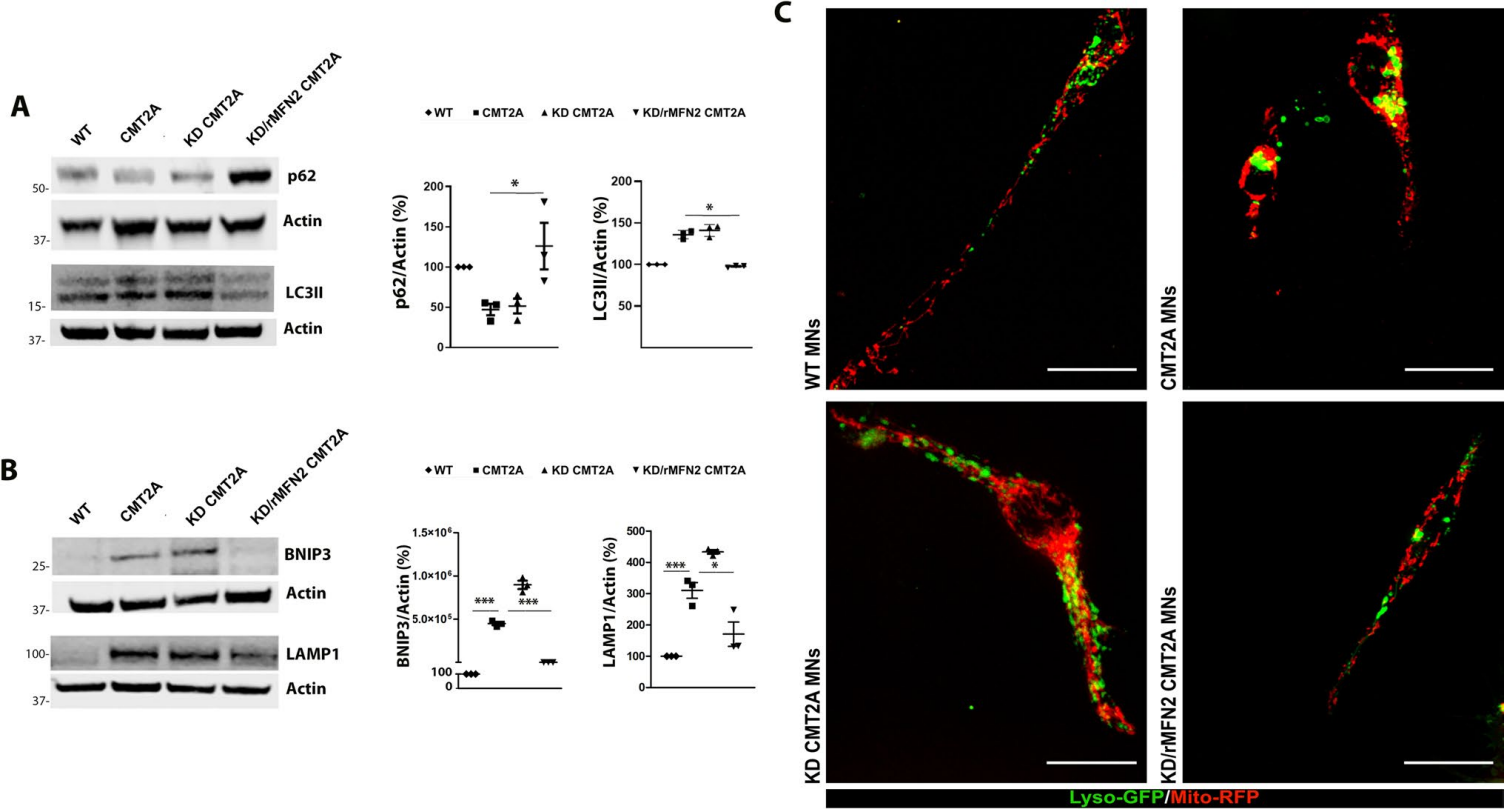
Combined RNAi/gene therapy reduced the impairment in the mitophagic flux in CMT2A MNs. **A** Western blot analysis of p62 and LC3-II in WT, CMT2A, KD/rMFN2-CMT2A, and KD-CMT2A MNs. Error bars indicate SEM of p62/actin and LC3-II/actin expression. *P < 0.05, one-way ANOVA. **B** Western blot analysis of BNIP3 and LAMP1 in WT, CMT2A, KD/rMFN2-CMT2A, and KD-CMT2A MNs. Error bars indicate SEM of BNIP3/actin and LAMP1/actin expression. ***P < 0.0001, *P < 0.05, one-way ANOVA. **C** Lysosome (green) and mitochondria (red) localization in WT, CMT2A, KD/rMFN2-CMT2A, and KD-CMT2A MNs. The yellow signal indicates the overlapping of lysosomes and mitochondria. Images were acquired using a Nikon ECLIPSE Ti/CREST microscope at 60 × magnification with spinning disk. Scale bar: 25 µm. Two independent experiments included *n* = 11 for WT-MNs, *n* = 10 for CMT2A MNs, *n* = 9 for CMT2A-KD MNs, and *n* = 8 for KD/rMFN2-CMT2A MNs

Overall, combined RNAi/gene therapy was able to restore sensitivity to reduce mitophagy in human CMT2A cells, supporting the idea that this strategy could have beneficial effects on the CMT2A disease phenotype.

### Combined administration of RNAi/gene replacement therapy by AAV9 results in silencing of endogenous MFN2 and expression of exogenous MFN2 in the CNS of MitoCharc1 mice

To allow in vivo assessment of our RNAi/gene therapy as CMT2A therapy, we evaluated our approach in a CMT2A mouse model. We used MitoCharc1, a transgenic mouse model expressing the mutant human MFN2-R94Q under the control of the neuron-specific rat promoter enolase 2 (*Eno2*) [34], the only model available when this study started. Considering that AAV9 displays CNS tropism and crosses the blood–brain barrier (BBB) after systemic and intrathecal administration [50], and that AAV9–mediated gene therapies have been developed for neurological diseases [40], we selected AAV9 as a shuttle for in vivo administration of our strategy. More specifically, we produced two AAV9 vectors, one containing shRNAtg2 with a GFP tag (AAV9-KD) to silence the endogenous MFN2 and one carrying both shRNAtg2 and Myc-DDK-tagged MFN2 cDNA mutated at the genomic level to be resistant to shRNA (AAV9-KD-rMFN2) to silence endogenous MFN2 and re-express WT MFN2 at the same time. To evaluate the molecular effect after AAV9 administration, we treated a cohort of MitoCharc1 mice at P1 with a single intracerebroventricular injection of AAV9-KD-rMFN2 or AAV9-KD (Fig. 5A). The analysis of MFN2 expression showed significant silencing of endogenous MFN2 in the brains of AAV9-KD-rMFN2 (*P* < 0.001) or AAV9-KD (*P* < 0.01) treated animals at the protein level compared to AAV9-null treated animals. The overexpression of exogenous MFN2 was shown by a distinct band on Western blot at a higher molecular weight (red arrow, Fig. 5B). These data confirm the molecular efficacy of our strategy in vivo. Next, we analyzed the effects of our strategy on the pathological phenotype in MitoCharc1 mice. This mouse model has already been shown to display a mild phenotype with impairment in gaiting parameters and endurance starting at 5 months of age [34, 51]. However, in our experimental setting, MitoCharc1 did not manifest an overt neuromuscular pathological phenotype (Figs. S5, S6, S7). We further characterized these transgenic animals in terms of both neuromotor (Fig. S5) and peripheral sensory phenotypes (Fig. S7) to search for any other biomarkers that may be altered. More specifically, we monitored not only weight and survival (Fig. S5), but also motor coordination (Rotarod test, Fig. S6), pain response (hot plate test, Fig. S6), and neuropathological (neuromuscular junction analysis, Fig. S6; dorsal ganglia immunophenotyping characterization, Fig. S7) and neurophysiological features (motor and sensory nerve conduction studies, Figs. S6, S7). Overall, we did not observe any significant differences between MFN2 and WT animals in our transgenic colony at 5 months of age and later.

**Fig. 5:**
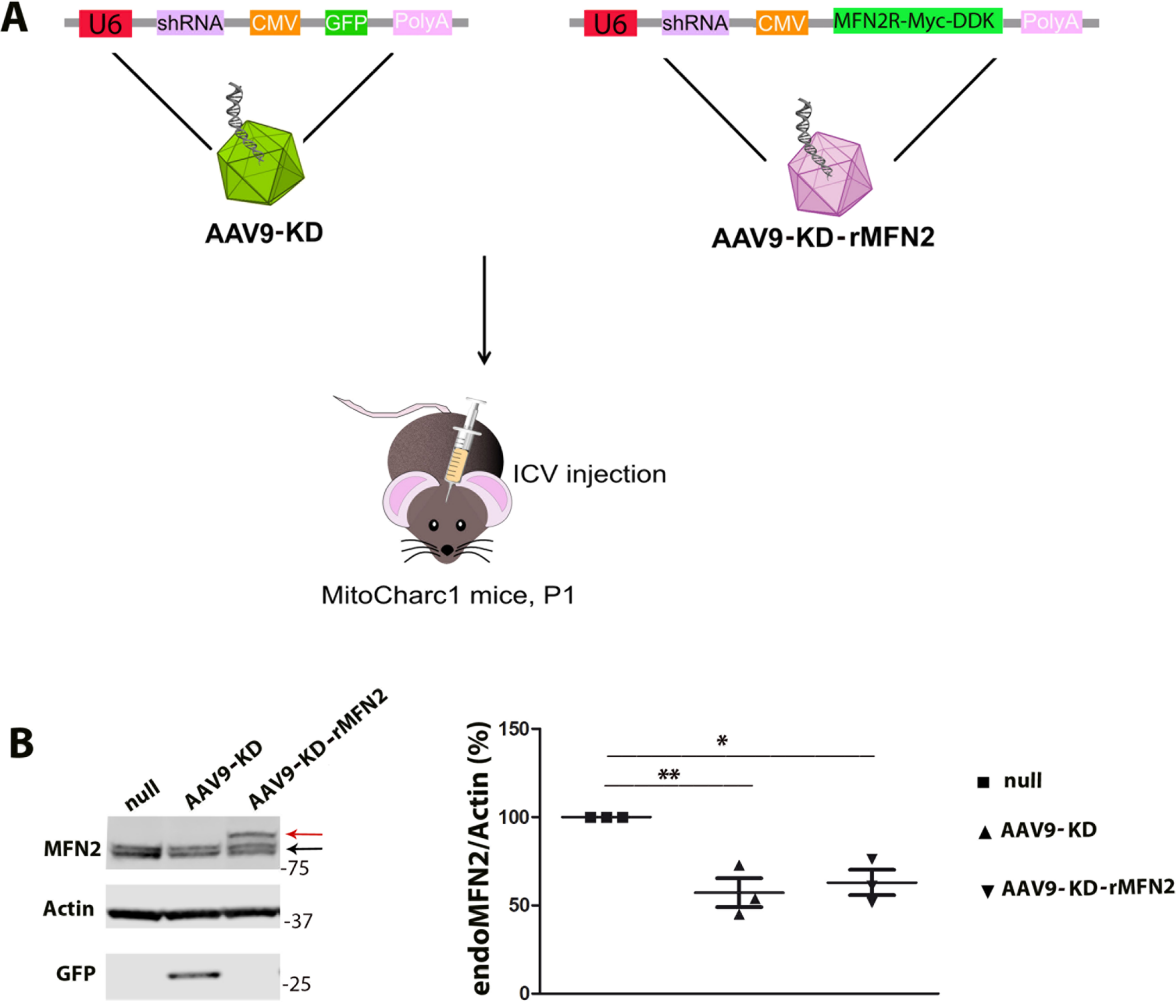
AAV9-KD and AAV9-KD-rMFN2 efficiently transduced tissues in CMT2A mice. **A** In vivo experimental design. Newborn (P1) CMT2A were injected intracerebroventricularly (ICV) with AAV9-KD or AAV9-KD-rMFN2. **B** Representative Western blot of endogenous MFN2 protein (endoMFN2, black arrow) and exogenous MFN2 (Myc-DDK MFN2, shift of higher molecular weight, red arrow) after AAV9-KD, AAV9-KD-rMFN2 or AAV9::null treatment in the brains of MitoCharc1 mice. AAV9-KD transduction in the brains was confirmed by the detection of GFP tag. Densitometric quantification (*n* = 3). Error bars indicate SEM of endoMFN2/actin expression. **P < 0.01,*P < 0.05, Student’s *t*-test

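Transcripts in the lumbar spinal cord, the segment of the cord that innervates the hind limbs, were counted in 8 MFN2 mice and 4 WT mice at 30 days of age. MFN2 mice are MitoCharc1 animals, which carry the human R94Q transgene under the Eno2 promoter. The authors trimmed and aligned paired-end reads to GRCm38 with STAR and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the counting tool. Of the Ensembl genes counted in each library, 49289 matched a symbol in GENCODE M21. Genes of the mitochondrial chromosome numbered 0. Total counts ranged from 19359454 to 26738930 in MFN2 mice, with a median of 23074724, and from 19453238 to 23564568 in WT mice, with a median of 22537155. The 10 most abundant genes took between 12.9% and 15.8% of the counts in MFN2 mice and between 15.6% and 17.4% in WT mice. The libraries are numbered 41 to 47 and 72 to 76. All 4 WT libraries and 3 MFN2 libraries fall in the first run of numbers, and the other 5 MFN2 libraries in the second, so that in the second run the library number and the genotype cannot be told apart. Counts were scaled by the TMM method, and the 15942 genes above 1 CPM (counts scaled to the size of the library) in at least 3 libraries were tested.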

In parallel, we evaluated the presence of potential transcriptomic alterations as disease biomarkers, performing total RNA-sequencing analysis on lumbar spinal cords from MFN2 mutant animals compared to WT animals (Fig. S8A). 

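Between the 8 MFN2 and the 4 WT mice, 0 of the tested genes had an FDR of 0.05 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 2386 genes, 1179 higher and 1207 lower in MFN2 mice. The lowest FDR was 0.111 in the same edgeR test, for Snx4 (ENSMUSG00000022808, chromosome 16), a gene singled out after its values were seen. Its level was 47.8 ± 1.69 CPM (SD, n = 8) in MFN2 mice and 37.5 ± 0.821 CPM (SD, n = 4) in WT mice, a log2 fold change of 0.35. The levels of 296 genes did not overlap between the genotypes, which is 1.86% of the genes tested, where chance gives 0.404% on average. How far this share varies between other splits of the mice was not tested, and genes are not independent. The excess therefore cannot be credited to the genotype. The number of genes moved most with the libraries that were compared. The MFN2 libraries numbered 72 to 76 against the 4 WT libraries gave 3746 genes. The MFN2 libraries numbered 41 to 43 against the same WT libraries, which share their run of numbers, gave 1 gene. These comparisons also differ in the number of MFN2 libraries, 5 against 3. The 3 include library 43, which lay at 91.9 on the first principal component, far from the others. Either could lower the number of genes apart from the run of numbers. In the principal component analysis of the same genes, genotype accounted for 14.5% of the variance between libraries. The pseudo-F of genotype was 1.69 (exact permutation over all splits of the 12 mice into 8 and 4, one-sided p = 0.0788). Within the 7 libraries numbered 41 to 47, with low counts filtered in those libraries, it was 1.37 (exact permutation over 35 splits, one-sided p = 0.143). The libraries numbered 72 to 76 are all of MFN2 mice and allow no such comparison.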

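The MSigDB collections that the paper used for GSEA were not used here. In their place, 5 sets of nuclear genes related to MFN2 function were ranked by log2 fold change with the classic statistic and 10000 gene permutations in fgsea, with Benjamini-Hochberg adjustment over the sets. The 74 genes of nuclear oxidative phosphorylation had a normalized enrichment score of -3.70 (adjusted p = 0.000495 by gene permutation) and a median log2 fold change of -0.12. Mitophagy and autophagy genes had a score of -2.50 (adjusted p = 0.000495 by gene permutation). For both sets the unadjusted p was the smallest that the permutations can give. Mitochondrial fusion and fission genes had a score of -2.05 (adjusted p = 0.00602 by gene permutation). For mitochondrial import the score was -1.80 (adjusted p = 0.0160 by gene permutation), and for axonal mitochondrial transport it was -1.49 (adjusted p = 0.0726 by gene permutation). The median log2 fold change over all tested genes was 0.0038. For its GSEA the paper's supplement names phenotype permutation, to which permuting labels is closer than permuting genes. When the genotype labels of the mice were permuted instead of genes, over all splits into 8 and 4, the lowest adjusted p of the 5 sets was 0.101 by exact permutation, and 0 sets passed 0.05. The difference in mean log2 CPM under that test ranged from -0.12 for oxidative phosphorylation to -0.039 for axonal transport.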

Despite the transcriptomic analyses disclosing 1119 differentially expressed genes in MFN2 animals versus WT animals (Table S4), explaining a significant separation between the two genotypes in the principal component analysis (Fig. S8B), no relevant MFN2-related pathways emerged when implementing gene set enrichment analysis (GSEA; Table S5). Therefore, we could not identify significant pathological hallmarks to be used as outcome measures of our therapy, rendering it difficult to use this transgenic model to convincingly validate any therapeutic effectiveness of our strategy.

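Transcripts of proteins that the paper examines as markers, and of Eno2, whose rat promoter drives the transgene, were compared between genotypes in the same libraries. Map1lc3b, which encodes LC3B, was at 120 ± 18.6 CPM (SD, n = 8) in MFN2 mice and at 153 ± 12.7 CPM (SD, n = 4) in WT mice. Its log2 fold change was -0.35 (standard error 0.10, adjusted p = 0.262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of the 8 MFN2 mice lay below every WT mouse. These 6 are libraries 72 to 76 and library 43, which was the lowest at 97.7 CPM. MFN2 libraries 41 and 42, at 148 and 149 CPM, lay within the WT range of 138 to 169 CPM. Against the WT mice, the MFN2 libraries numbered 72 to 76 alone gave a log2 fold change of -0.43 for this gene (adjusted p = 0.000478 from the same edgeR test), and those numbered 41 to 43 alone gave -0.22 (adjusted p = 0.640 from the same edgeR test), the lowest and highest adjusted p over the alternatives that were tried. Sqstm1, which encodes p62, was at 292 ± 22.6 CPM (SD, n = 8) in MFN2 mice and 287 ± 25.3 CPM (SD, n = 4) in WT mice. The log2 fold changes of Sqstm1, Bnip3, Lamp1, Tomm20, Chat, Nefh and Eno2 ranged from -0.17 for Lamp1 to 0.03 for Sqstm1, with adjusted p from 0.392 for Eno2 to 0.939 for Nefh in edgeR's quasi-likelihood test. In the MFN2 mouse with library number 43, Chat was at 5.15 CPM and Nefh at 323 CPM, the lowest of the 12 mice for both genes. Mfn1, the paralog of Mfn2, had a log2 fold change of -0.13 (adjusted p = 0.504 from the same edgeR test). With no relevant MFN2-related pathway in its GSEA, after motor and sensory tests without significant differences, the paper concludes that it could not identify pathological hallmarks in this model to use as outcome measures of the therapy.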

Overall, the data on MFN2 expression in the brains of treated Mitocharc1 mice confirmed the molecular efficacy of our strategy in vivo.

## Discussion

CMT2A is a severe debilitating neurological disease that currently lacks a curative treatment. Though how MFN2 mutations lead to selective neuronal degeneration is not yet known, gene therapy may represent a potential curative strategy because it tackles the root cause of the genetic defect. In contrast to recessively inherited diseases, the treatment of autosomal dominant disorders, such as CMT2A, requires the dominant allele to be silenced without altering expression of the WT gene. From this perspective, RNAi mediated by small RNAs, including shRNA, is a powerful gene knockdown technique that allows controlled suppression of the mutant gene [32]. As shRNA targets a specific gene sequence, the modulation of shRNA specificity for a mutant allele with minimal suppression of the corresponding WT alleles is theoretically feasible as a gene therapy technique [52]. Viral delivery of mutant allele-specific shRNAs has been effective in several disease models, including Alzheimer’s disease [53], Parkinson’s disease [54], Huntington’s disease [55, 56], Machado–Joseph disease [57], and amyotrophic lateral sclerosis (ALS) [58]. However, although shRNAs could theoretically discriminate single nucleotide alterations, designing such specific shRNAs is challenging and would require the production and validation of a different construct for each human mutation. To overcome this problem, we investigated a combined approach of global MFN2 RNAi and gene therapy in which transcripts from both endogenous *MFN2* mutant and WT alleles are inhibited by an shRNA sequence that targets a shared mutation-free *MFN2* mRNA sequence while the WT exogenous protein is restored by overexpression of MFN2 cDNA engineered to be resistant to the shRNA, upon insertion of silent mutations. Notably, to develop this combined approach, we screened two shRNA sequences targeting *MFN2* (shRNAtg1 and shRNAtg2) and their corresponding WT *MFN2* cDNA to be resistant to shRNAtg1 (MFN2Rtg1) or shRNAtg2 (MFN2Rtg2). Although shRNAtg1 silenced endoMFN2 better than shRNAtg2, it also silenced exoMFN2 after MFN2Rtg1 co-transfection. Therefore, the shRNAtg2/MFN2Rtg2 combination seemed to be the most efficient one to silence endoMFN2 while maintaining high levels of exoMFN2. Though mild overexpression of exoMFN2 obtained in vitro with target1 can be enough to revert the pathological phenotype, the complexity of the in vivo system could require more robust exoMFN2 expression to obtain therapeutic effects for clinical translation.

In this study, we tested the strategy both in in vitro and in vivo disease models, providing proof of principle of its feasibility. Regarding the in vitro model, combined RNAi/gene therapy induced silencing of the endogenous MFN2 and restored exogenous modified MFN2 levels in CMT2A iPSCs, demonstrating the molecular feasibility of our approach. After RNAi/gene therapy, we observed restoration of the mitochondrial content, as demonstrated by mtDNA quantity analysis and TOM20 protein level expression, and the normalization of altered mitochondrial distribution in CMT2A MNs. Considering the pivotal role of mitochondria in the different pathways that regulate cellular function and survival, this rescue could support the overall energy metabolism of MNs and promote their resilience to degeneration. MNs are long-lived cells that persist throughout the lifespan of the individual and, as such, are more susceptible to the accumulating damage arising from mitochondrial dysfunction. Therefore, the preservation of a healthy pool of correctly localized mitochondria is essential for MN survival, justifying the association of mitochondrial dysfunction with a large number of neurodegenerative disorders [7, 59, 60]. In addition to modulating mitochondrial dysfunction, our combined therapy normalized general autophagy and specific mitochondrial clearance in human CMT2A cells, reverting phenotypic and molecular dysfunction in a human cellular model and supporting the idea that this strategy could be effective for human disease. However, the optimal balance of MFN2 expression levels required for MN homeostasis should be further elucidated for clinical applications. Interestingly, we observed that autophagy and mitophagy were rescued in vitro only when MFN2 expression was restored and not only upon silencing of aberrant MFN2. On the other hand, the mitochondrial distribution was improved (despite not completely) with MFN2 silencing alone, suggesting that also partial reduction of MFN2 may help alleviate the dominant-negative effects and improve cellular functions. Thus, the WT MFN2 could play a more active role in the autophagy/mitophagy pathway than in the regulation of mitochondrial distribution; therefore, silencing both toxic and WTMFN2 can affect its role in autophagy/mitophagy (loss of function), whereas the downregulation of aberrant MFN2 protein, is enough to rescue mitochondrial distribution. Nonetheless, considering all the in vitro data, we cannot conclusively determine whether the MFN2 silencing alone or the MFN2 overexpression alone are able to rescue the overall pathological phenotype, but further studies should be performed to disentangle this aspect. As CMT2A is an autosomal dominant disease with a possible toxic gain-of-function of the protein, silencing alone deserves investigation. On the other hand, testing the extent to which MFN2 overexpression alone, independent of the knockdown, is effective is not irrelevant considering that dominant-negative activities can be out-competed by overexpression of wild-type protein as already demonstrated by MFN1 overexpression which can protect against mitochondrial fusion and transport defects caused by MFN2 mutants in vitro [11, 46] and in vivo [61] models.

To assess the clinical translatability of this therapeutic approach, we tested its molecular efficacy in an in vivo disease model. We selected the viral vector AAV9 [50], which exhibits CNS tropism and crosses the BBB after systemic and intrathecal administration [62]. AAVs are safe and non-pathogenic and have been used in more than 50 clinical trials of human gene therapy (www.clinicaltrials.gov). Furthermore, significant progress has been made in the use of AAV9 gene therapy for the treatment of neurodegenerative diseases. Recently, AAV9-based gene therapy AAV9-SMN was approved by the FDA and EMA to treat SMA patients. Moreover, enrollment in a phase 3 clinical trial on gene therapy for SMARD1 with AAV9-IGHMBP2 vector, which we contributed to at the preclinical level [41], has now entered the recruitment phase (NCT05152823, www.clinicaltrials.gov). Leveraging this scientific progress, we generated two AAV9 vectors, one vector containing the *shRNAtg2* (AAV9-KD) to silence endogenous MFN2 and the other containing both *shRNAtg2* and a single-stranded copy of *MFN2Rtg2* mutated to be resistant to shRNAtg2 (AAV9-KD-rMFN2) to be tested in the MitoCharc1 mouse model [34]. We chose to treat newborn affected mice intracerebroventricularly, injection comparable with the intrathecal one in humans [62, 63]. Indeed, gene transfer to neonates has several advantages over treatment of the adults enabling prevention of onset of the genetic disease, allowing good biodistribution through CNS and CSF, reducing costs and risk of immune rejection [50, 64]. In addition to that, MFN2 was shown to be especially important during developmental stages, therefore, an early treatment would increase the chances of success [1, 10, 65]. The administration of AAV9-KD-rMFN2 resulted in the satisfactory silencing of endogenous MFN2 and overexpression of exogenous MFN2 in the CNS of MitoCharc1 mice, in accordance with the data obtained by AAV9 gene therapy for other neurodegenerative diseases [41, 62, 64]. These data confirm the efficacy of our strategy at the molecular level in vivo in our experimental setting.

In addition to the molecular validation, it is also important to evaluate the therapeutic efficacy of this approach in an animal model of disease to observe the modification of disease biomarkers. Only a few mouse models reproducing CMT2A have been generated, and the ability of these models to recapitulate the disease phenotype is limited [51], making them less reliable for a convincing validation of the therapeutic effectiveness of a therapeutic strategy. The MitoCharc1 transgenic mouse is certainly the most well-known models and harbors the neuron-specific rat *Eno2* promoter driving the expression of human R94Q (arginine to glutamine) MFN2 in neurons, mimicking the most common *MFN2* mutation in CMT2A patients [34]. These mice were already described as having a very mild phenotype but, in our experimental setting, MitoCharc1 did not present an overt neuromuscular disease in functional tests. The identification in these mice of a handy clinical and pathological hallmark that can be used as outcome measure is crucial to clinical translation. Since alterations of a subcellular biomarker, even if present, might not be relevant enough to be suitable for use as a therapeutic clinical outcome, we investigated motor and sensory parameters and performed neuropathological analysis on both neuromuscular junctions and the DRGs. Unfortunately, no significant alterations were observed in MFN2 animals compared to control ones. In addition, we also evaluated potential transcriptomic deregulation in presymptomatic MitoCharc1 mice, considering that altered gene expression related to a pathological phenotype should be detectable before the appearance of the clinical pathological phenotype. Despite the presence of transcriptional differences, no relevant MFN2-related pathways clearly emerged from GSEA. Overall, the lack of a clear pathological phenotype in the mouse model hindered the possibility of demonstrating the therapeutic efficacy of our strategy, making this transgenic model difficult to use.

Despite isolated cases of therapies that moved directly to a clinical trial without the need for testing in animal models, validation of the therapeutic efficacy in animals with a marked pathological phenotype remains an essential step for gene modulation and replacement techniques. Recently, a novel transgenic mouse line expressing MFN2-R94Q under the neuronal-specific Thy1.2 promoter was developed and appears to show evident disease phenotypes [61]. Interestingly, this new model could represent a realistic disease model to validate our proposed strategy, monitoring also any eventual toxic effects, as the next step of our study.

Aside from these considerations, our results suggest the feasibility of a combined RNAi and gene therapy strategy as a potential therapeutic approach for treating the broad spectrum of human diseases associated with MFN2 mutations. We expect that this strategy could determine a shift in the paradigm of CMT2A treatment, as this is the first CMT2A gene therapy able to revert phenotypic and molecular dysfunction in a human cellular model, supporting the idea that this strategy could be effective as a treatment for the human disease. Although some strategies, such as treatment with mitofusin agonists (MAs) [47] or pharmacological histone deacetylase (HDAC6) inhibition [66] and overexpression of MFN1 have obtained promising results in in vitro and in vivo models [61], no effective therapy for CMT2A has yet been successfully translated from the bench to the bedside. Our therapeutic strategy could be decisive because it is aimed at correcting the genetic defect, also considering the promising data obtained with similar AAV9 strategies in other MN diseases.

However, as mentioned above, though this proof-of-concept *MFN2* RNAi/gene therapy approach was able to revert the disease phenotype in human cells, a therapeutic approach in patients requires consideration of several additional points. First, shRNA target sequences must be carefully screened for undesired off-target effects and modified accordingly [67]. Second, though MFN2 overexpression did not result in any overt undesirable toxic phenotype in vivo, long-term monitoring for safety reasons is required, as overexpression toxicity has been reported for other gene replacement therapies [68–70]. Therefore, the development and use of promoters for cDNA expression that mimic endogenous promoter activity or are identical to the endogenous promoter sequence constructs without exceeding AAV packaging capacity is highly desirable [71].

Nonetheless, our proof-of-concept study points out the suitability of a combined approach based on concomitant gene modulation and replacement for the treatment of inherited autosomal dominant neurological diseases, such as CMT2A. Proving the effectiveness in vitro and in vivo, our data pave the way for future preclinical and clinical trials.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Data Availability

All relevant data are in the manuscript and supplementary information. The dataset generated and analyzed during the current study are available in the GEO repository (GSE201264).

## Abbreviations

AD: Alzheimer’s disease
PD: Parkinson’s disease
SMA: spinal muscular atrophy
FDA: Food and Drug Administration or
EMA: European Medical Agency
ICV: intracerebroventricularly injection
MFN2: Mitofusin-2
CMT2A: Charcot–Marie–Tooth type 2A disease
RNAi: RNA interference
iPSC: Induced pluripotent stem cell
MN: Motor neuron
CSF: Cerebrospinal fluid
AAV9: Adeno-associated virus 9
CNS: Central nervous system
shRNA: Short-hairpin RNA
endoMFN2: Endogenous MFN2
exoMFN2: Exogenous Myc-DDK-tagged WT MFN2
AAV9-KD: AAV9 containing shRNAtg2 with a GFP tag
AAV9-KD-rMFN2: AAV9 containing shRNAtg2 and Myc-DDK-tagged WT MFN2
MFN2 mice: MitoCharc1 transgenic mice
WT mice: C57BL/6 mice
P: Post-natal day

# Supplementary material for: Combined RNA interference and gene replacement therapy targeting MFN2 as proof of principle for the treatment of Charcot–Marie–Tooth type 2A
**Source:** Cell Mol Life Sci. 2023 Nov 25;80(12):373. doi: 10.1007/s00018-023-05018-w
**Supplement:** Supplementary file 4 — Supplementary file4

**Supplementary Material and Methods**

**Survival and axon length analysis**

The DeadEnd^TM^ Fluorometric Tunel System protocol (Promega) was used to evaluate cellular survival. The TUNEL positive cells were counted on the total of DAPI positive cells (3 wells/condition/experiment in three experiments). Axonal length studies were performed by measuring soma diameter and length distance to the most distal point of the axon (3 wells/condition/experiment in three experiments). Differences were analyzed using Fiji ImageJ software. All quantifications were performed blind to the genetic status of the material and the treatment. For all imaging, we used a confocal LEICA LCS8.

**Mouse behavioral analysis**

Survival and weight were monitored in MFN2 (n=26) versus WT (n=22) mice from 1 to 24 months. The animals were sacrificed at 24 months.

**Rotarod test**. Motor functions of MFN2 (n=9) and WT (n=10) mice were tested once a month by an accelerating test on a rotarod device (4 to 40 rpm, Rota-Rod 7650, UgoBasile Biological Instruments, Varese, Italy).

**Hot plate test.** MFN2 (n=9, P270) and WT mice (n=10, P270) were placed on a hot plate analgesiometer (UgoBasile Biological Instruments, Varese, Italy) with the surface temperature maintained at 50±0.2°C. The latency before the first licking or lifting of the posterior paw was recorded as the withdrawal latency time. Immediately after the initial reaction, the trial was halted and the mouse removed from the hotplate. To avoid any injury to the tissues, if the animal was not responsive, the test was stopped using a cut-off time of 45 s. Each animal was tested twice with a 30 min interval between the sessions. All tests were performed blinded to the mouse genotype.

**Nerve conduction velocity**

Tail motor and sensory conductions were studied in MFN2 mice (n=8, P270) versus WT mice (n=3, P270) [1]. Briefly, the tail sensory nerve was stimulated by inserting the cathode 1 cm from the tail tip and anode 0.5 cm distally using a square-wave pulse of 0.1-ms duration at supramaximal intensity. Sensory nerve action potentials were recorded by inserting an active electrode 4 cm proximally from the cathode and the reference electrode 0.5 cm more proximally. The sensory nerve conduction velocity was calculated by measuring the latency to the peak of the initial negative deflection and the distance between stimulating and recording electrodes. Motor tail nerve conduction was measured using a bipolar recording configuration. An active electrode was placed 1 cm from the tail tip and reference electrode 0.5 cm distally. The motor tail nerve was stimulated first 2.5 cm proximally from the active recording electrode and then 5 cm proximally. Motor nerve conduction velocity was calculated by subtracting the distal from the proximal compound motor action potential’s first negative peak latency measured in milliseconds, and the difference was divided by the distance between the two stimulating electrodes in millimeters. All of the neurophysiological determinations were performed under standard conditions in a temperature-controlled room; animals were maintained under deep isoflurane anaesthesia during the recordings.

**DRG culture**

Adult DRG neurons were rapidly dissected on ice-cold DMEM (ThermoFisher Scientific) and centrifuged for 3 min at 300 g. They were digested for 20 min in 2.5% collagenase in Ca^2+^- and Mg^2+^-free Hank’s Buffer Saline Solution (HBSS, GIBCO, ThermoFisher Scientific) at 37°C. Additional digestion was carried out for 20 min in 0.25% trypsin (ThermoFisher Scientific) and stopped by washing in DMEM (GIBCO, Life Technologies) containing 15% serum (GIBCO, ThermoFisher Scientific). DRG were dissociated with a pipette and centrifuged at 300 g before re-suspension in DMEM containing 15% FBS and counted. Cells were then plated on 12-mm-diameter glass coverslips in 24-well plates previously coated with Matrigel and left to adhere for 24 hours. The following day, the medium was replaced with neurobasal medium (GIBCO, ThermoFisher Scientific) supplemented with B27, 2 mM L-glutamine, and 1% Pen-Strep (all from ThermoFisher Scientific), and the cells were left to spread for 3-4 days before immunocytochemical analyses.

**Immunohistochemical analysis of murine tissues**

MFN2 (n=6) and WT mice (n=6) were euthanized at P270. Excised tissues (quadriceps, tibial anterior, and DRG) were fixed in 4% paraformaldehyde for 24 h, soaked in 20% sucrose solution overnight, and then frozen in liquid nitrogen-cooled isopentane [2]. Frozen tissues were cryosectioned (20 µm) and mounted on gelatinized glass slides. One every ten sections was collected and analyzed. All sections were saturated with 10% bovine serum albumin and 0.3% Triton X-100 for 1 h at room temperature before incubation with primary antibodies overnight at 4°C (Table S1). The next day, slides were incubated with Alexa Fluor secondary antibodies (Table S2). A Leica TCS SP5 confocal microscope (Leica Microsystems) or Nikon ECLIPSE Ti/CREST microscope (Nikon) were used to acquire images.

**RNA isolation and quantitative RT-PCR**

Total RNA was extracted from the lumbar spinal cords of MFN2 (n=8, P30) and WT mice (n=4, P30) using the RNeasy Mini Kit (Qiagen). Concentrations were measured on a Nanodrop spectrophotometer. Only samples with ratios between 1.8 and 2.0 were further analyzed. A reverse-transcribed 1 μg of total RNA for each sample using the Ready-To-Go kit (GE Healthcare).

**RNA extraction and 3′-mRNA sequencing**

Total RNA was extracted from the lumbar spinal cords of MFN2 (n=8, P30) and WT mice (n=4, P30) using the RNeasy Mini Kit (Qiagen). Concentrations were measured on a Nanodrop spectrophotometer. Only samples with ratios between 1.8 and 2.0 were further analyzed. We reverse-transcribed 1 μg of total RNA for each sample using the Ready-To-Go kit (GE Healthcare). Total RNA extracted from samples was subjected to poly(A) mRNA sequencing. Libraries were constructed using the SMARTer-Stranded Total RNA Kit (Clontech) according to the manufacturer’s instructions. Sequencing was performed on a NextSeq 500 (Illumina). All libraries were sequenced in paired-end mode (75-bp length).

**mRNA sequencing analysis**

Raw reads were preprocessed for adapter trimming. Quality was assessed using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were aligned to the reference genome (Ensembl*Mus musculus* release GRC38) using the STAR algorithm [3]. Differential expression analysis was performed using the Generalized Linear Model approach implemented in the R/Bioconductor edgeR[4] package (R version 3.5; edgeR version 3.24.3) using an FDR ≤ 0.05. The fold change ranked gene list was subjected to GSEA Preranked [5], using the c2.all.v7.5.1 and c5.all.v7.5.1 gene sets with classical enrichment statistics and phenotype permutation.

**Supplementary figure and table**

**Supplementary Table 1.** Primary Antibodies used for immunohistochemistry (IHC), immunocytochemistry (ICC), and Western blotting (WB).

| **Primary Antibodies** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Target** | **Manufacturer** | **Host species** | | **Dilution** | | |
|  | | | | **IHC** | **ICC** | **WB** |
| α-BTX, AF-555 | ThermoFisher Scientific (#B35451) | |  | 1:200 |  |  |
| Actin | Sigma Aldrich (#A2066) | | Rabbit |  |  | 1:1000 |
| ATF3 | Abcam (#ab180842) | | Rabbit |  | 1:200 |  |
| β-III tubulin | Biolegend (#801202) | | Mouse |  | 1:1500 |  |
| β-III tubulin | Abcam (#ab18207) | | Rabbit |  | 1:200 |  |
| BNIP3 | Abcam (#ab109362) | | Rabbit |  |  | 1:1000 |
| ChAT | Chemicon (#AB144P) | | Goat |  | 1:250 |  |
| DYKDDDDK Tag | Cell signaling (#2368) | | Rabbit |  |  | 1:1000 |
| DYKDDDDK Tag | Bethyl (#A190-101) | | Goat |  |  | 1:1000 |
| GFP | Invitrogen (#A21311) | | Rabbit |  |  | 1:2000 |
| LAMP1 | Abcam (#ab24170) | | Rabbit |  |  | 1:1000 |
| LC3 I/II | Millipore (ABC929) | | Rabbit |  |  | 1:500 |
| MAP2 | Sigma Aldrich (#M4403) | | Mouse |  | 1:100 |  |
| MFN2 | Cell Signaling (#11925) | | Rabbit |  |  | 1:1000 |
| OCT4 | ThermoFisher Scientific (#701756) | | Rabbit |  | 1:250 |  |
| OLIG2 | Sigma Aldrich (#SAB1404798) | | Mouse |  | 1:25 |  |
| SMI-32 | Abcam (#ab28029) | | Mouse | 1:1000 | 1:600 |  |
| SMI-32 | Abcam (#ab8135) | | Rabbit |  | 1:600 |  |
| SOX2 | Abcam (#ab97959) | | Rabbit |  | 1:500 |  |
| SQSTM1 (p62) | Millipore (#MABN130) | | Mouse |  |  | 1:1000 |
| TOM-20 | Sigma Aldrich (#HPA011562) | | Rabbit | 1:50 | 1:50 | 1:1500 |

**Supplementary Table 2.** Secondary Antibodies used for immunohistochemistry (IHC), immunocytochemistry (ICC), and Western blotting (WB).

| **Secondary Antibodies** | | | | |
| --- | --- | --- | --- | --- |
|  |  | **Manufacturer** | **Dilution** | |
|  | |  | **IHC/ICC** | **WB** |
| Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 | | ThermoFisher Scientific (#A-11034) | 1:1000 |  |
| Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 | | ThermoFisher Scientific (#A-11029) | 1:1000 |  |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 | | ThermoFisher Scientific (#A-11011) | 1:1000 |  |
| Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 | | ThermoFisher Scientific (#A-11004) | 1:1000 |  |
| Rabbit anti-Goat IgG (whole molecule)-FITC | | Sigma Aldrich (#F7367) | 1:400 |  |
| Donkey anti-rabbit IRDye 680R | | LI-COR (926-68073) |  | 1:20000 |
| Donkey anti-mouse IRDye 680RD | | LI-COR 926-68072 |  | 1:20000 |
| Donkey anti-rabbit IRDye 800CW | | LI-COR (926-32213) |  | 1:20000 |
| Donkey anti-mouse IRDye 800CW | | LI-COR (926-32212) |  | 1:20000 |
| Donkey anti mouse IRDye 680LT | | Li-COR (926-68022) |  | 1:10000 |
| Donkey anti Goat IRDye 800CW | | LI-COR (926-32214) |  | 1:10000 |

**Supplementary Table 3.** Quantification of the mitochondrial area in one representative cell for WT, CMT2A, KD and KD/rMFN2-CMT2A cultures (related to figure 3D).

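Table S4 lists each gene with the paper's RPKM and log2 CPM per library, its log2 fold change between MFN2 and WT mice, and its F statistic, p-value and FDR from edgeR. The rows read here hold 1118 genes that the paper calls, 784 higher and 334 lower in MFN2 mice. Of these, 1068 passed the filter on low counts in the deposited counts. With the deposited counts, 1045 of them changed in the paper's direction and 342 had an unadjusted p under 0.05. Across the 1148 genes compared, Pearson's r between the log2 fold changes of Table S4 and those from the deposited counts was 0.908; genes are not independent replicates. The median absolute difference in log2 CPM between Table S4 and the deposited counts was 0.201. The counts were also adjusted for the 2 runs of library numbers with ComBat-seq while keeping the genotypes apart, a setting chosen after the data were seen. The same edgeR test then gave 1104 genes, 772 higher and 332 lower in MFN2 mice, and 1104 of these are called in Table S4. The median absolute difference in log2 CPM from Table S4 was then 0.000254.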

**Supplementary Table 4.** List of genes with significantly altered expression in lumbar spinal cord of Mitocharc1 mice (MFN2) compared to control mice (WT).

**Supplementary Table 5.** GSEA of pathways using ranked gene loadings in Mitocharc1 mice (MFN2) *versus* control mice (WT).

**
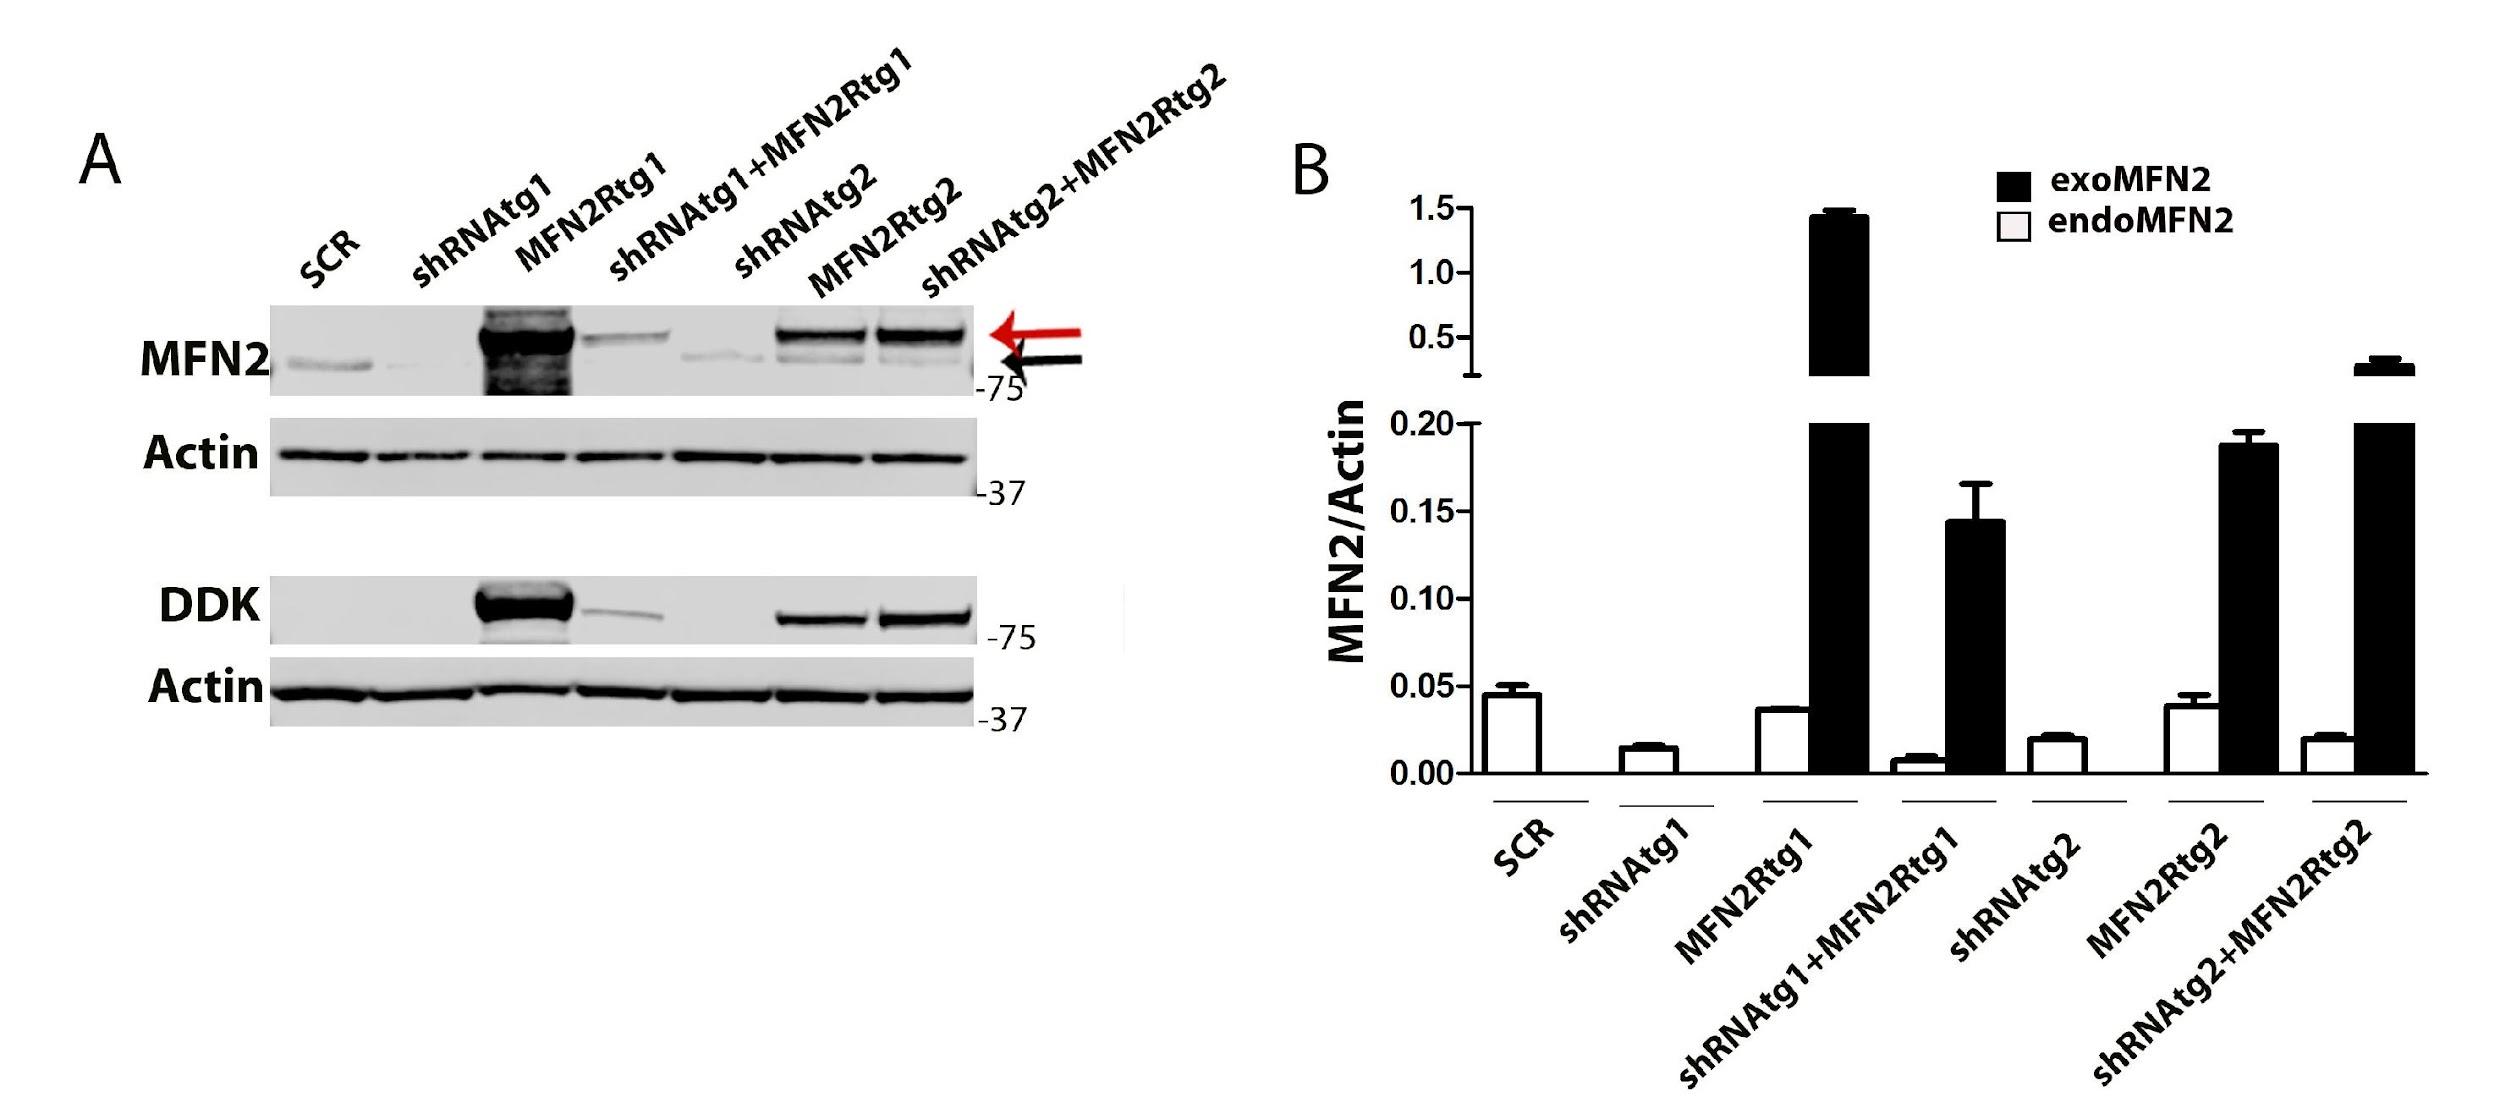
**

**Supplementary Fig. 1. Silencing of endogenous *MFN2* and overexpression of resistant exogenous *MFN2* in HeLa cells after RNAi/gene therapy. A** Representative western blot of endogenous MFN2 (endoMFN2, black arrow; lower molecular weight) and exogenous Myc-DDK WT MFN2 (exoMFN2, red arrow; higher molecular weight) after transfection with shRNAtg1 or shRNAtg2, MFN2Rtg1 or MFN2Rtg2 and shRNAtg1/MFN2Rtg1 or shRNAtg2/MFN2Rtg2 in HeLa cells compared to scramble (SCR) cells. The specific expression of Myc-DDK WT MFN2 was also confirmed using an antibody to DYKDDDDK Tag (DDK). **B** Densitometric quantification (n=3) of endoMFN2 (****P* < 0.0001, One way ANOVA) and exoMFN2 (****P* < 0.0001, One way ANOVA). Error bars indicate SEM of endoMFN2 or exoMFN2/actin expression levels.

**
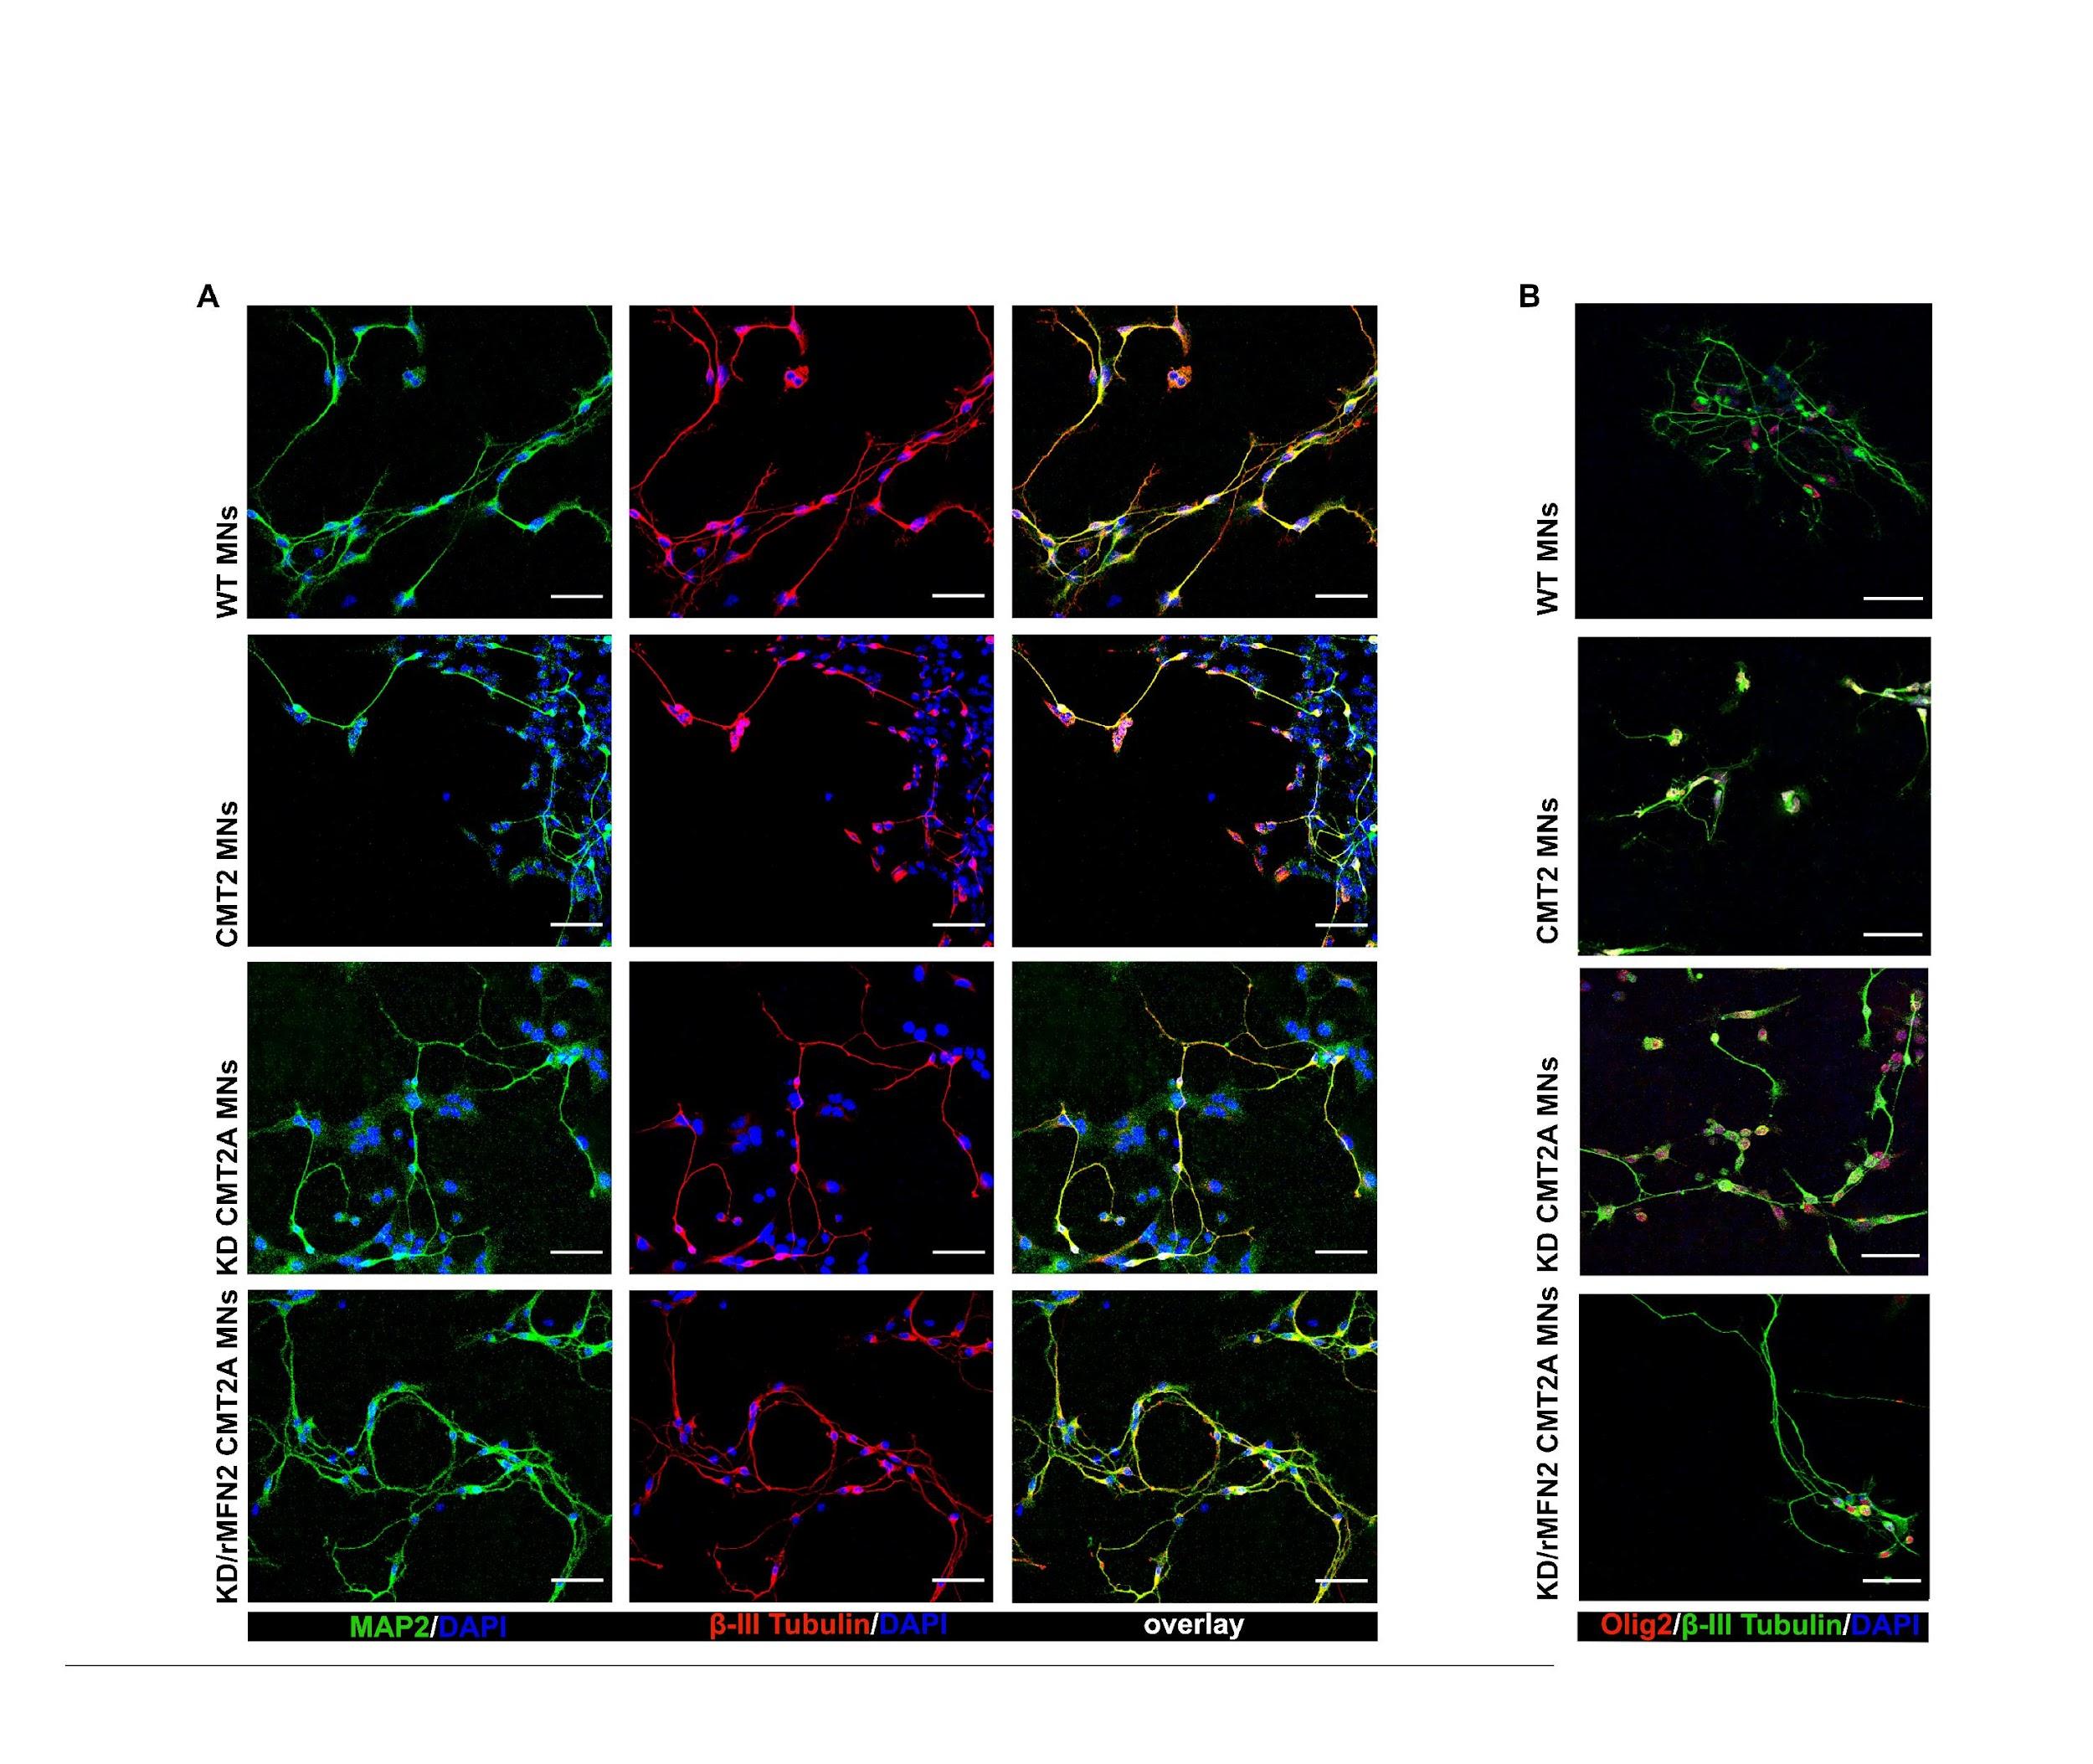
**

**Supplementary Fig. 2. Expression of neuronal markers after iPSC differentiation.** Representative confocal images of WT, CMT2A, KD-CMT2A and KD/rMFN2 MNs: **A** MAP2 (green), βIII-Tubulin (red); **B** OLIG2 (red) and βIII-Tubulin (green). Nuclei were labeled with DAPI (blue). Images were acquired using a Leica TCS SP5 confocal microscope (Leica Microsystems), with a 20x objective. Scale bars: 50 µm.

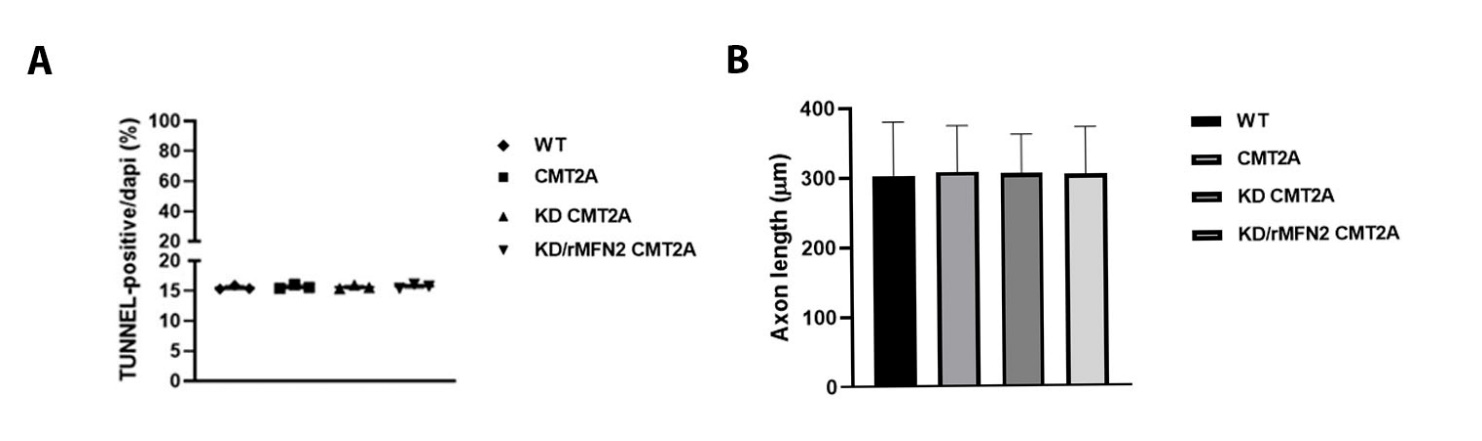

**Supplementary Fig. 3. CMT2A, KD-CMT2A and KD/rMFN2 MNs did not exhibit survival and axon length defects.** **A** Quantification of tunnel signal in WT, CMT2A, KD-CMT2A and KD/rMFN2 MNs (3 wells/condition/experiment in three experiments; *P=*0,8542, One-way ANOVA). **B** Axon length (µm) of WT, CMT2A, KD-CMT2A and KD/rMFN2 MNs (3 wells/condition/experiment in three experiments; *P=*0,9789, One-way ANOVA). Data are represented as mean ± SEM.

**
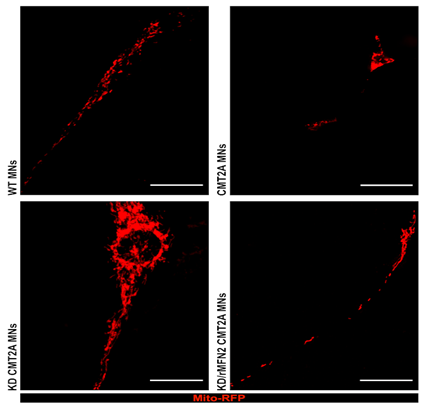

Supplementary Fig. 4. Mitochondria cellular distribution (related to Figure 3)**. **A** Representative z-stack from high-resolution confocal images of mitochondria in WT, CMT2A, KD-CMT2A, and KD/rMFN2 MNs labeled using CellLight™ Mitochondria-RFP, BacMam 2.0 technology (red). Images were acquired using a Nikon ECLIPSE Ti/CREST microscope (Nikon), at 60x magnification, equipped with spinning disk. Scale bar: 25 µm.

**A**

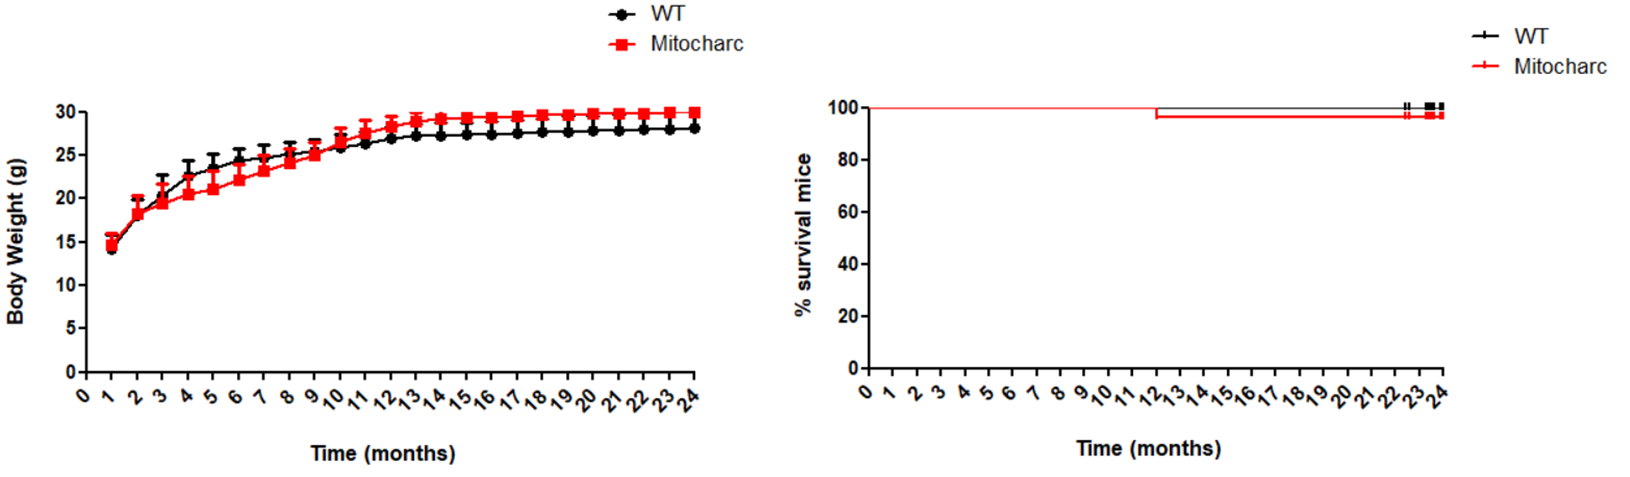

**Supplementary Fig. 5. MFN2 mice did not show reduced growth and survival.** **A** Body weight. Data are represented as mean ± SEM. n=26 for MFN2 and n=22 for WT mice per time point (1-24 months, months 12-24: *P<*0.001, Multiple t-test). **B** Kaplan-Meier survival curves for MFN2 (n=26) and WT (n=22). The animals were monitored from 1 to 24 months (*P=* 0,3576, Log-Rank test).

**
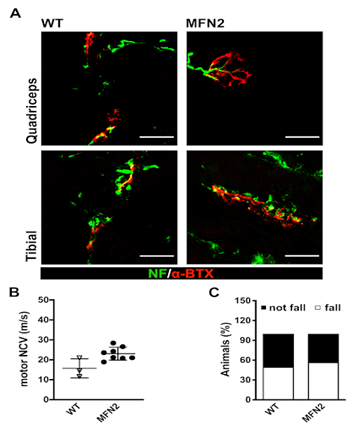
**

**Supplementary Fig. 6. MFN2 mice did not show motor phenotype alteration. A** Representative confocal image of α-bungarotoxin (α-BTX, red) and SMI32 (green) in quadriceps and tibial muscles from MFN2 *versus* WT mice (n=6/group, P270). Images were acquired using a Leica TCS SP5 confocal microscope (Leica Microsystems), at 20x magnification. Scale bar: 20 µm. **B** Quantification of motor nerve conduction velocity (NCV, m/s) of the tail nerves in WT (white triangles, n=3, P270) and MFN2 (black circles, n=8, P270, *P*=0,1152, Student’s t-test). **C** Rotarod test results of WT (n=10) and MFN2 (n=9) mice. The histogram showed the percentage of the mice that fall or not fall (*P*=0,3950, Student’s t-test).

**
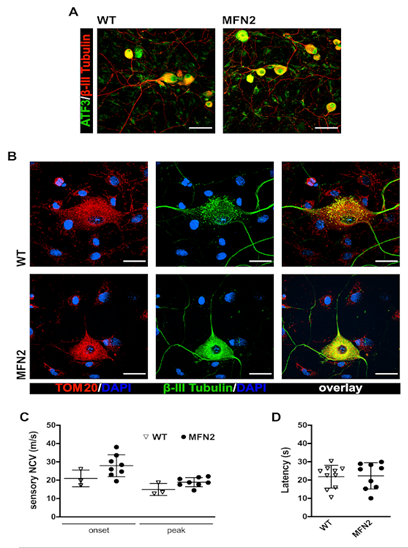
**

**Supplementary Fig. 7. MFN2 mice did not show neuro peripheral phenotype alteration. A** Representative image of WT and MFN2 mice (n=6/group) derived dorsal root ganglion (DRG) neurons stained with ATF3 (green) and βIII-Tubulin (red). Images were acquired using a Leica TCS SP5 confocal microscope (Leica Microsystems), at 40x magnification. Scale bar: 50 µm. **B** High-resolution confocal images of WT and MFN2 mice (n=6/group) derived DRG neurons labeled with TOM20 (red) and βIII-Tubulin (green). Nuclei were labeled with DAPI (blue). Images were acquired using a Video Confocal super-resolution (VCS) module on a Nikon ECLIPSE Ti/CREST microscope (Nikon), at 100x magnification. Scale bar: 25 µm. **C** Quantification of sensory NCS (m/s) of the tail nerves in WT (white triangles, n=3, P270) and MFN2 mice (black circles, n=8, P270) (Student’s t-test, onset: *P*= 0,1036, peak: *P*=0.0537). **D** Hot plate test results of WT (white triangles, n=10 P270) and MFN2 mice (black circles, n=9 P270). The graphic showed the latency (s) of the with drawal response of each hind paw during the test (Student’s t-test, *P*= 0,8934).

**
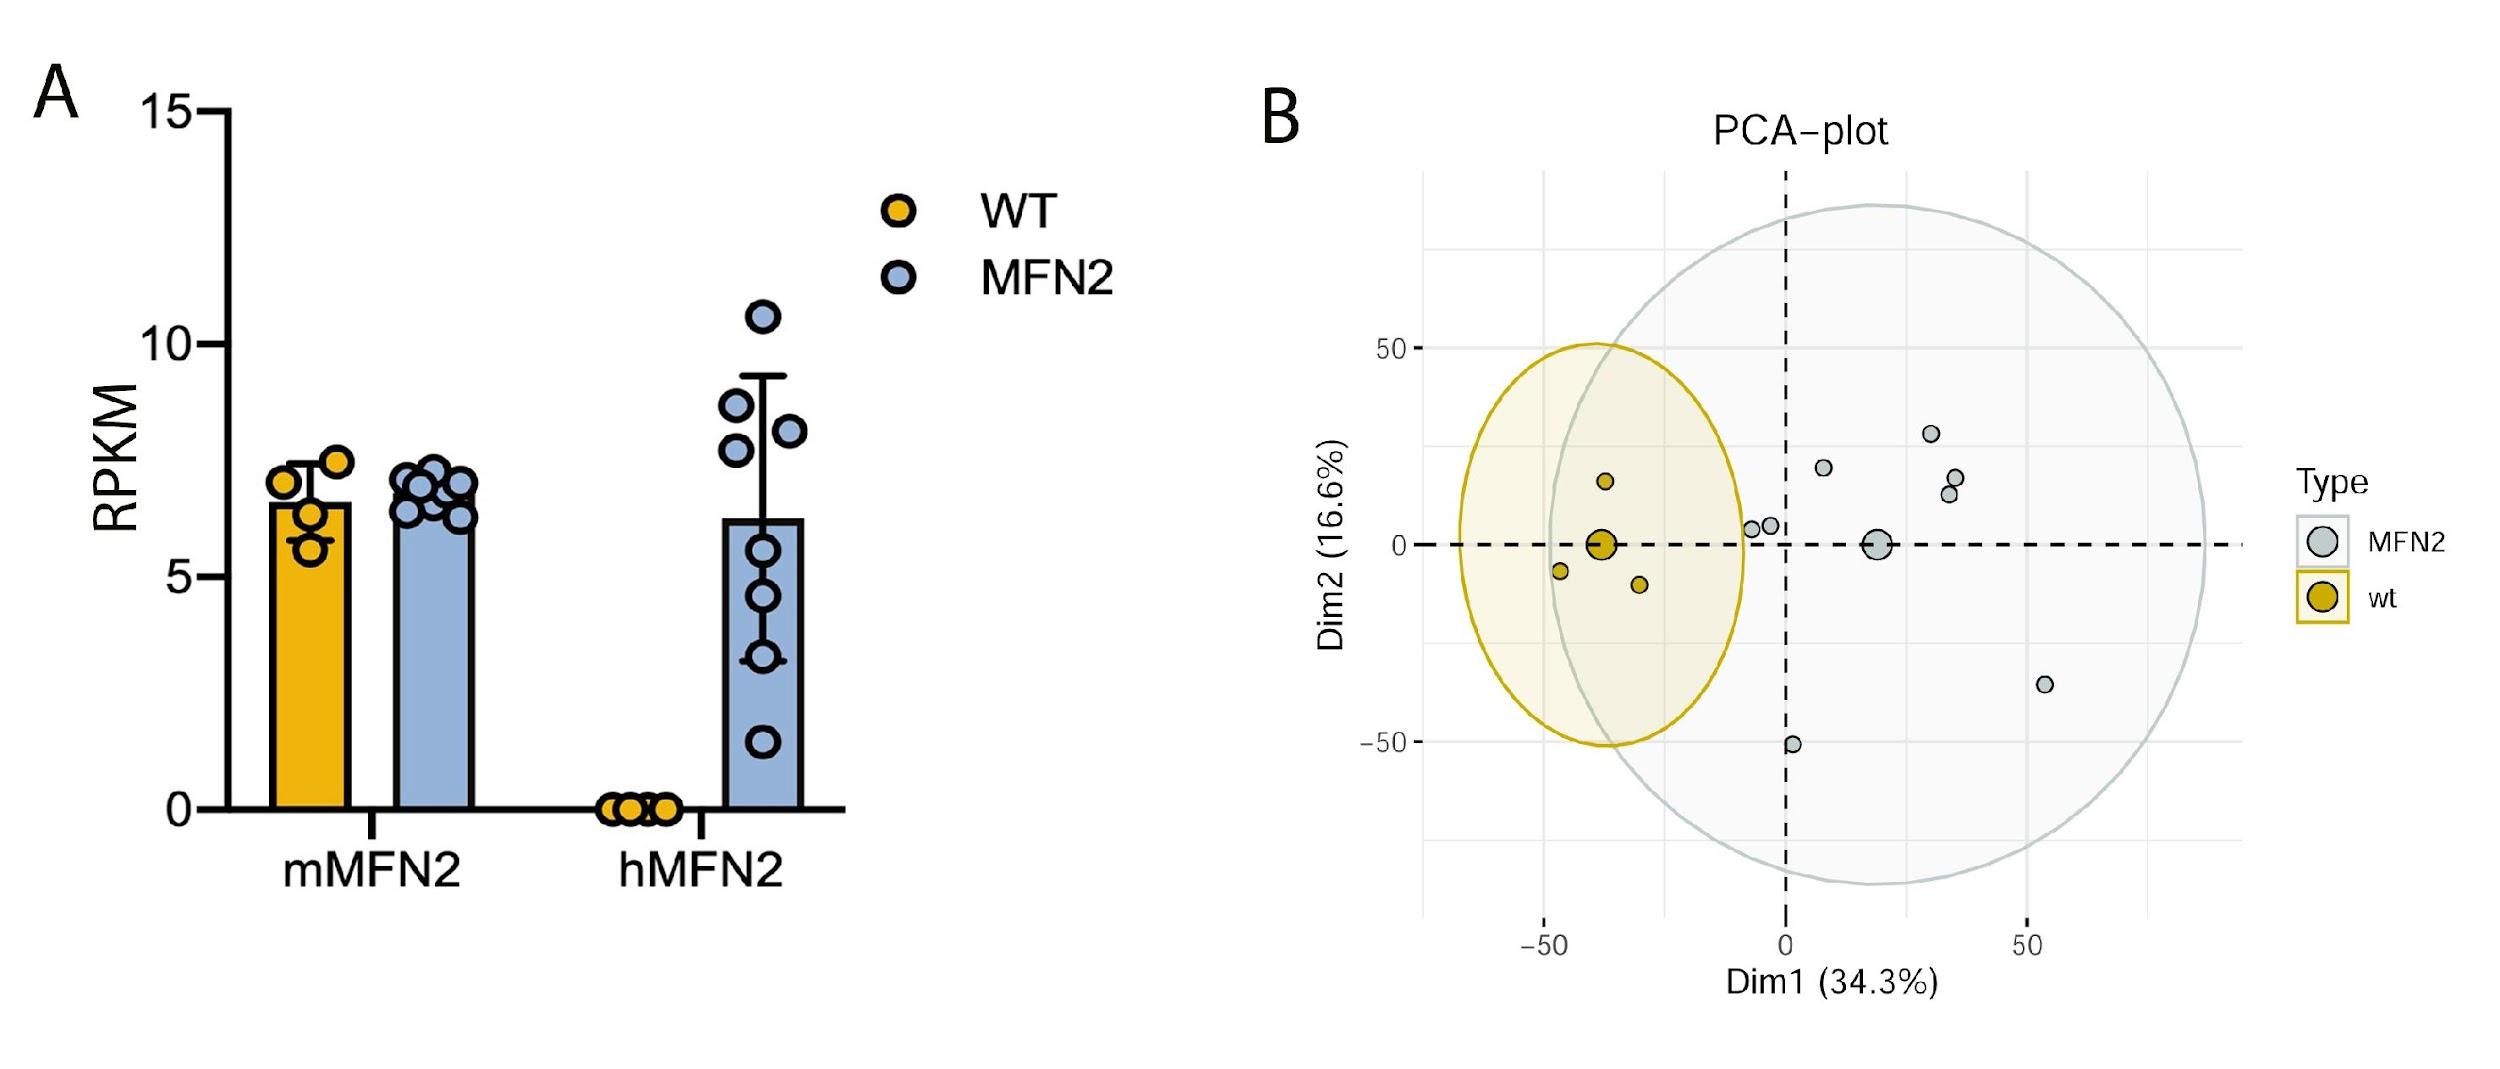
**

**Supplementary Fig. 8.** **A** RPKM of mMfn2 and hMFN2 reads obtained from RNA-Seq data of lumbar spinal cord (1-month-old) of MFN2 and WT animals. n = 4–8 mice/genotype (mMFN2: *P*= 0,5584; hMFN2: ***P<*0.01, Student’s t-test). **B** PCA of RNA-Seq data of lumbar spinal cord (1-month-old) n = 4–8 mice/genotype.

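Mouse Mfn2 (ENSMUSG00000029020) was at 206 ± 15.1 CPM (SD, n = 8) in MFN2 mice and at 213 ± 15.7 CPM (SD, n = 4) in WT mice. The difference in mean log2 CPM was -0.046, smaller than the spread between mice (two-sided exact permutation test over all splits into 8 and 4, p = 0.489, where the smallest p is 0.00202). MFN2 mice ranged from 185 to 225 CPM and WT mice from 195 to 229 CPM. Divided by the 5194 bases of its annotated exons, Mfn2 was at 39.7 ± 2.92 RPKM (SD, n = 8) in MFN2 mice and at 40.9 ± 3.02 RPKM (SD, n = 4) in WT mice. With library size alone in place of TMM the difference changed sign, to 0.0025 (exact permutation, p = 0.958). Human MFN2 was not analysed here.

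**Figure D1:**
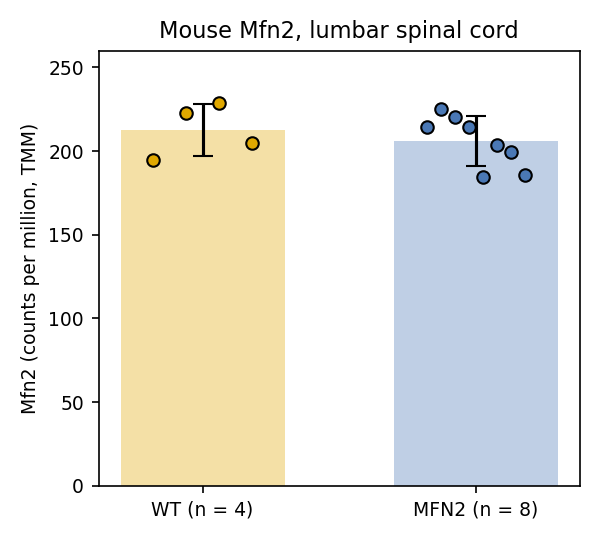
Mouse Mfn2 in CPM (TMM, vertical axis) in 4 WT and 8 MFN2 mice. Points are mice, bars are means and error bars are the SD. The 8 MFN2 mice lie between 185 and 225 CPM and the 4 WT mice between 195 and 229 CPM.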

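The principal components were computed from log2 CPM with a prior count of 2, centred and not scaled. The first component held 33.5% of the variance and the second 25.2%. On the first component the MFN2 library numbered 43 lay at 91.9, and the other 11 libraries lay between -23.0 and 0.69. On the second component the libraries numbered 41 to 47, of both genotypes, lay between 9.58 and 35.9, and those numbered 72 to 76 lay between -35.1 and -20.7. The pseudo-F was 3.10 for the run of library numbers (exact permutation over 792 splits, one-sided p = 0.00126).

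**Figure D2:**
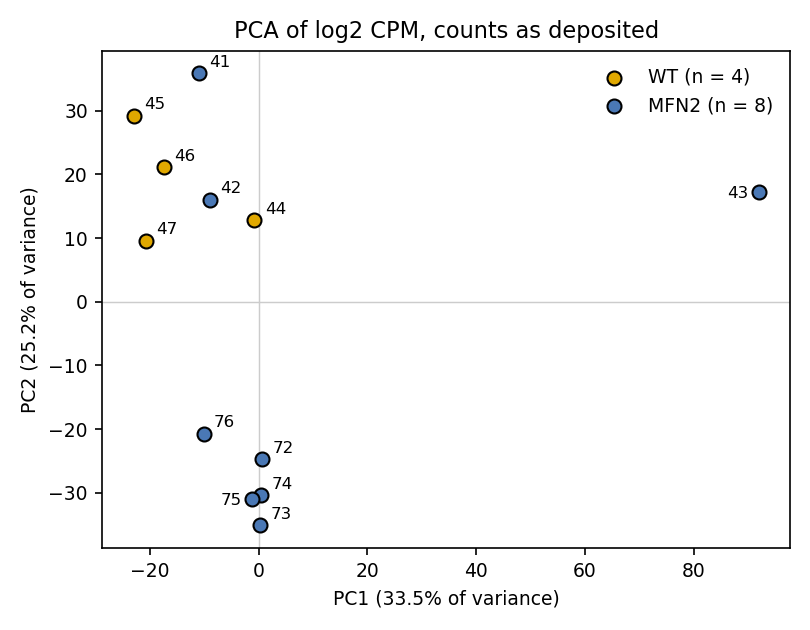
First (horizontal) and second (vertical) principal component of log2 CPM from the deposited counts, with each of the 12 mice marked by its library number and coloured by genotype. Library 43 lies at 91.9 on the first component, and libraries 72 to 76 lie between -35.1 and -20.7 on the second.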

**References**

1. Leandri M, Saturno M, Cilli M, et al (2007) Compound action potential of sensory tail nerves in the rat. Exp Neurol 203:148–157. https://doi.org/10.1016/j.expneurol.2006.08.001

2. Nizzardo M, Simone C, Rizzo F, et al (2016) Morpholino-mediated SOD1 reduction ameliorates an amyotrophic lateral sclerosis disease phenotype. Sci Rep 6:21301. https://doi.org/10.1038/srep21301

3. Dobin A, Davis CA, Schlesinger F, et al (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–21. https://doi.org/10.1093/bioinformatics/bts635

4. Robinson MD, McCarthy DJ, Smyth GK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. https://doi.org/10.1093/bioinformatics/btp616

5. Subramanian A, Tamayo P, Mootha VK, et al (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 102:15545–15550. https://doi.org/10.1073/pnas.0506580102

How the deposited data were processed for this re-analysis (not part of the article)

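RNA of the lumbar spinal cord was analysed from 8 MFN2 (MitoCharc1) and 4 WT mice at 30 days of age. The authors trimmed the reads, aligned them to GRCm38 with STAR and deposited whole-number counts per Ensembl gene, without normalization and with 1 library per mouse. The counting tool and its strand setting are not named in the paper's text, so that counts of overlapping genes, antisense genes and pseudogenes are uncertain. The paper's values in Table S4 did not enter these counts. Genotypes were taken from the sample labels and the paper, and each mouse is named by its library number. No pair of libraries of a genotype held matching counts: at least 15700 of the tested genes differed in every pair.

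Genes with more than 1 CPM in at least 3 libraries were kept, and the 15942 genes that passed were scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test in its earlier (legacy) form with the robust option and Benjamini-Hochberg adjustment at an FDR of 0.05. The paper's methods name edgeR's generalized linear models and this FDR, and the filter and the robust option were read from Table S4. Standard errors of log2 fold changes were derived from the F statistic. Log2 CPM used a prior count of 2. Mfn2 was compared by a two-sided exact permutation test over all splits of the 12 libraries into 8 and 4, and genotypes in the principal component analysis by the pseudo-F over the same splits. Gene sets were written by hand; 6 sets were written and 5 tested with fgsea 1.28.0, because the mitochondrially encoded genes were not analysed here. The human MFN2 transgene was not analysed here either, so its planned test was not run.

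Most genes named in the text follow a rule set before the deposited counts were examined, as were the gene sets and the alternatives except those named as added. The exceptions are Xist, Ddx3y and Zfp91, which the rule does not list, and the genes named as chosen or singled out after their values were seen. The rule takes Mfn2, Mfn1, Eno2, genes whose proteins the paper measures, the 5 largest rises and 5 largest falls past the FDR threshold with no overlap between genotypes, a list of forebrain and caudal Hox genes, and genes of the hand-written sets past the threshold. Some genes of that list are not reported here one by one, while the means over the list include them. With 0 genes past the threshold, the parts of the rule that need calls named no gene. The forebrain list, the gene sets and the alternatives by run of library numbers were written with the per-library values of Table S4 in view.

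The alternatives were other filters, scalings and tests (DESeq2 1.42.0, limma 3.58.1), each run of library numbers against WT, a forebrain score or Xist as a covariate, and each library left out in turn. ComBat-seq (sva 3.50.0) and the run of library numbers as a covariate were added after the data were seen. Counts were simulated with 200 changed genes, at a log2 fold change of 1 and a dispersion of 0.05. Of these, 193 passed the filter among 15840 genes, and the edgeR test recovered 171 (88.6%) with 7 false calls. Smaller changes, such as the log2 fold change of 0.35 of Snx4, were not simulated, so the recovery does not apply to them. The recovery was simulated with neither a shift between the number runs nor a library far from the others. The deposited counts show both, so the 88.6% does not carry over to them, even for changes of the simulated size. On simulated counts with a shift between the number runs and no genotype effect, the edgeR test gave 0 calls among 15902 genes, and after ComBat-seq with the genotypes kept it gave 85 calls among 15895 genes. Total counts from 19359454 to 26738930 per library limit the precision of genes near 1 CPM, which rest on few counts.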

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

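The tests of the forebrain gene list, of depth and of the transgene row were chosen after the library numbered 43 had been seen to stand apart; the test of the genotype in the other libraries was written before its result was seen.

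The MFN2 mouse with library number 43 lay far from the other 7 MFN2 mice. The gap between this library and the nearest other MFN2 library, divided by the range of the group, was 0.886 on the first principal component, 0.878 for the mean of the forebrain list and 0.627 for the mean of the caudal Hox list. Among forebrain genes it was 0.792 for Neurod6, 0.808 for Neurod2, 0.907 for Nrgn, 0.856 for Camk2a, 0.530 for Slc17a7, 0.893 for Icam5 and 0.932 for Ddn. Among Hox genes it was 0.686 for Hoxa5, 0.782 for Hoxb5, 0.678 for Hoxc5, 0.824 for Hoxc6, 0.806 for Hoxb8, 0.664 for Hoxc8, 0.859 for Hoxa9, 0.846 for Hoxc9, 0.771 for Hoxd9, 0.814 for Hoxa10 and 0.647 for Hoxc10. Mfn1 was also lowest there, with 0.638, as were some genes of proteins that the paper measures, with 0.533 for Bnip3, 0.567 for Lamp1, 0.679 for Chat and 0.741 for Nefh. Of 82 groups tested in this way 29 exceeded the critical value, 26 of them in library 43, where chance gives about 4.1.

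Tbr1 was at 88.8 CPM, Slc17a7 at 1021 CPM and Ddn at 810 CPM in library 43. The 15 forebrain genes of the list were each highest in this library. A candidate explanation is RNA from forebrain tissue in the library. Caudal Hox genes, which such tissue would dilute, were lowest in library 43 for 11 of the 14 genes, and the 7 motor neuron genes of the list were each lowest there. Hoxb8 was at 19.1 CPM in library 43 and at 107 ± 23.1 CPM (SD, n = 4) in WT mice. The depth of the library gave no sign of a cause: its total count, 21803177, lay within the range of the others. The genotype is unlikely to account for the forebrain genes taken as a list. Without library 43, the forebrain score of the 7 MFN2 libraries did not differ from the 4 WT libraries (difference 0.22 on the log2 scale, two-sided exact permutation over 330 splits, p = 0.276). This mean does not speak for each gene. Nrgn was higher in all 8 MFN2 mice than in any WT mouse. Without library 43 its log2 fold change fell from 2.52 to 0.61 (adjusted p = 0.0558 from edgeR's quasi-likelihood test). In MFN2 libraries 72 to 76 against WT it was 0.57 (adjusted p = 0.00548 from the same edgeR test). An exchange with a WT mouse is unlikely as well: the row of Table S4 that holds no mouse symbol, taken here as the human MFN2 transgene, is given by the paper as 8.13 RPKM in library 43, between 1.45 and 10.6 RPKM in the other MFN2 libraries and 0 in the WT libraries. Whether forebrain RNA entered at dissection, extraction or a later step was not tested.

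Of the remaining 3 cases, 2 were in the WT mouse with library number 44, with a ratio of 0.877 for Slc17a7 (0.0876 CPM) and 0.945 for Hoxc6 (8.50 CPM). The other was Hoxd11 in the MFN2 mouse with library number 41, with a ratio of 0.603 (0 CPM). The 4.1 that chance gives is for all 82 groups, including the 26 flagged for library 43, so these 3 cases cannot be set against it. No explanation for them was tested.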

How the results depend on the processing

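No paired analysis was possible because each library carries its own number and the genotypes share none. The planned test of the human MFN2 transgene and its alternatives were not run, and the set of mitochondrially encoded proteins could not be tested.

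The number of genes at an FDR of 0.05 or less was 0 with the deposited counts, with 2386 genes at an unadjusted p under 0.05. It was also 0 with no filter (3570 at an unadjusted p under 0.05), filterByExpr (2545), CPM above 1 in all 12 libraries (2103), upper-quartile scaling (2413), library size only (2582), the quasi-likelihood test without the robust option (2399) and edgeR 4's quasi-likelihood test (2384). Among settings chosen after seeing the data it was 0 with the run of library numbers as a covariate (2381 at an unadjusted p under 0.05) and with ComBat-seq without the genotypes kept (92). DESeq2 gave 200 genes (121 higher), of which 94 are called in Table S4. The likelihood ratio test gave 14 genes (5 higher), and 14 are called in Table S4. MFN2 libraries 41 to 43 against WT gave 1 gene, and 1 is called in Table S4. MFN2 libraries 72 to 76 against WT gave 3746 genes (1746 higher), and 323 are called in Table S4. The forebrain score as a covariate gave 4 genes and 2 in Table S4, and Xist as a covariate gave 4 genes and 1 in Table S4. ComBat-seq with the genotypes kept, chosen after seeing the data, gave 1104 genes (772 higher), and 1104 are called in Table S4. Across the 12 fits that each left out one library, the number ranged from 0 to 19 genes and the number shared with Table S4 from 0 to 13, both highest without library 43. Apart from the split by library numbers, for which the block tests are given under the other observations, the cause was not tested.

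The Mfn2 difference stayed past no threshold in any alternative (p from 0.167 to 0.958). Its sign reversed with library size only (0.0025), in MFN2 libraries 41 to 43 against WT (0.041) and, in a setting chosen after seeing the data, with ComBat-seq with the genotypes kept (0.046); across the 12 fits that each left out one library it ranged from -0.094 to -0.017. The pseudo-F of genotype, 1.69 with p = 0.0788 by exact permutation, passed 0.05 when genes were scaled to unit variance (1.78, exact permutation p = 0.0485). In settings chosen after seeing the data, it was 3.49 with ComBat-seq with the genotypes kept and 0.80 with the genotypes not kept (exact permutation p = 0.711). For the 3.49, permuting labels after the adjustment is no test, since the adjustment used the real genotypes; with ComBat-seq repeated for each split, also chosen after seeing the data, 8 of the 35 splits of libraries 41 to 47 gave as large a value. Across the 12 fits that each left out one library it ranged from 1.30 to 2.23 (exact permutation p from 0.00606 to 0.303). The cause was not tested.

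Of the 5 gene sets, 4 passed an adjusted p of 0.05 under gene permutation. The weighted statistic left 1 set, limma's camera left 0 and the exact permutation of genotype labels left 0. Between 3 and 5 sets passed across the 12 fits that each left out one library. The score, or the mean difference for camera and label permutation, of every tested set stayed negative in the 9 other settings and in those 12 fits. The cause was not tested.

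Some named genes changed sign, with the adjusted p above 0.05 in each such setting. With library size only the log2 fold change was 0.0094 for Tomm20 and 0.0018 for Hoxb8. With the forebrain score as a covariate it was 0.031 for Chat, 0.15 for Nefh, -0.036 for Neurod2, -0.83 for Slc17a7, -0.084 for Icam5, 0.031 for Hoxc6, 0.22 for Hoxb8, 0.16 for Hoxa9 and 0.19 for Hoxc9. With DESeq2 it was -0.51 for Slc17a7, near the -0.53 of the edgeR fit without library 43. In MFN2 libraries 72 to 76 against WT it was 0.16 for Chat, 0.23 for Nefh, -1.12 for Slc17a7 and 0.11 for Hoxc9. In MFN2 libraries 41 to 43 against WT it was 0.037 for Tomm20, -0.76 for Hoxc5, -0.28 for Hoxa10 and -0.27 for Hoxc10. Of the settings chosen after seeing the data, ComBat-seq with the genotypes kept gave -0.00026 for Sqstm1, 0.032 for Tomm20, -0.76 for Hoxc5, -0.33 for Hoxa10 and -0.29 for Hoxc10. The run of library numbers as a covariate gave -0.0097 for Sqstm1, 0.021 for Tomm20, -0.76 for Hoxc5, -0.29 for Hoxa10 and -0.28 for Hoxc10. Across the fits that each left out one library, the log2 fold change ranged from -0.029 to 0.067 for Sqstm1, from -0.28 to 0.12 for Chat, from -0.20 to 0.093 for Nefh, from -0.53 to 4.91 for Slc17a7, from -0.19 to 0.11 for Hoxb8, from -0.052 to 0.21 for Hoxa10, from -0.22 to 0.055 for Hoxa9, from -0.083 to 0.21 for Hoxc5 and from -0.22 to 0.10 for Hoxc9. The cause was not tested.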

Differences from the paper's values

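The paper's text gives 1119 differentially expressed genes, and the deposited counts gave 0 at an FDR of 0.05 or less (2386 at an unadjusted p under 0.05). Table S4 gives the paper's 784 genes higher and 334 lower in MFN2 mice, against 0 and 0. None of the 25 alternatives set before the data were examined came within 1.5 times of any of these 3 values: DESeq2 gave 200 genes, the likelihood ratio test 14 and MFN2 libraries 72 to 76 against WT 3746. ComBat-seq with the run of library numbers as the batch and the genotypes kept, chosen after seeing the values, gave 1104 genes, 772 higher and 332 lower, and called Neurod6, Nrgn, Camk2a, Icam5 and Ddn, which Table S4 also calls. Nrgn was also called with DESeq2 and in MFN2 libraries 72 to 76 against WT. Genes that Table S4 calls were also called with DESeq2 (94), the likelihood ratio test (14), MFN2 libraries 41 to 43 (1) or 72 to 76 (323) against WT, the forebrain score (2) or Xist (1) as a covariate, and without MFN2 library 41 (5), 43 (13) or 76 (1). The setting with the genotypes not kept, also chosen after seeing the values, gave 0.

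For mouse Mfn2, Fig. S8A shows the paper's mean at about 6.6 RPKM in WT mice and about 6.8 RPKM in MFN2 mice, read by eye. The deposited counts over the annotated exons gave 40.9 RPKM in WT mice and 39.7 RPKM in MFN2 mice. Library size alone in place of TMM did not bring either within the paper's value. Only this scaling was varied, and the length was kept at the 5194 bases of the annotated exons. The gene length behind the paper's RPKM is not stated in its text. A longer one, such as the whole gene from 147873599 to 147904704, would give lower values and was not tried.

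For Neurod6, the paper's log2 fold change in Table S4 is 2.36 and the deposited counts gave 1.56. For Camk2a, the paper's is 2.80 and the deposited counts gave 1.87. The paper gives no error for these values, so the standard error from the deposited counts, 0.77 for Neurod6 and 0.93 for Camk2a, was used. For both genes the value fell within this standard error of the paper's with library size only and with MFN2 libraries 41 to 43 against WT. It did not with DESeq2, the forebrain score as a covariate, MFN2 libraries 72 to 76 against WT, or without library 43 or 47; nor without library 46 for Neurod6 or without library 45 for Camk2a. The other leave-one-out fits brought it within this standard error. So did 2 settings chosen after seeing the values: ComBat-seq with the genotypes kept (2.36 for Neurod6, 2.80 for Camk2a) and the run of library numbers as a covariate (2.47 and 2.94).

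The paper describes the separation of the genotypes in its principal component analysis as significant. The pseudo-F of genotype from the deposited counts was 1.69 (exact permutation p = 0.0788). It passed 0.05 with genes scaled to unit variance (exact permutation p = 0.0485), without MFN2 library 41 (exact permutation p = 0.00606) and without MFN2 library 42 (exact permutation p = 0.0455). In settings chosen after seeing the values, it was 3.49 with ComBat-seq with the genotypes kept and 0.80 with the genotypes not kept (exact permutation p = 0.711). The 3.49 has no valid p from permuting labels after the adjustment, since the adjustment used the real genotypes; with ComBat-seq repeated for each split of libraries 41 to 47, also chosen after seeing the values, 8 of 35 splits gave as large a value. The paper also states that no relevant pathway emerged from GSEA. With the hand-written sets, 4 of 5 passed an adjusted p of 0.05 when genes were permuted and 0 when genotype labels were permuted. The paper's supplement names phenotype permutation, so the result with permuted labels is the closer counterpart and does not differ from the paper's statement. It used the mean log2 CPM of each set and not an enrichment score.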

Other observations

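The tests that set Table S4 beside ComBat-seq counts and beside other filters and tests, the test of genes with few counts, the tests that exchanged labels within libraries 41 to 47 for genes at an unadjusted p, for gene sets and for the principal component analysis, and the tests of blocks and genotypes without library 43, were chosen after their result, part of it or a related result was seen; the other tests below were written down before.

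The counts of Table S4 were compared with the deposited ones. After ComBat-seq adjustment for the run of library numbers with the genotypes kept, the median absolute difference in log2 CPM from Table S4 was 0.000254, against 0.201 for the deposited counts. A candidate explanation for the paper's calls is therefore an adjustment of the counts of this kind before the test, which the text of the paper and of its supplements does not mention. Another filter, scaling or test on the same libraries is unlikely to account for them, since the most that such an alternative gave was 200 genes.

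How many genes the adjusted counts give by chance was tested by exchanging genotype labels among the 7 libraries numbered 41 to 47 and repeating ComBat-seq for each split, with libraries 72 to 76 kept as MFN2. Of the 35 splits, 3 gave as many genes as the real one, which gave 1104. The other 34 splits gave between 24 and 2736 genes, with a median of 58.5. The splits with more genes than the real one gave 2736 and 1828, and both kept WT libraries 45, 46 and 47 as WT and exchanged library 44 for MFN2 library 41 or 42. The remaining splits gave between 24 and 867 genes. On simulated counts with a shift between the number runs and no genotype effect, the same adjustment gave 85 genes among 15895. The share of splits with as many genes was above the 0.05 set for this test. The number of calls thus exceeded that of most other splits, but not of those that exchanged library 44 in this way. As the block of numbers 72 to 76 holds no WT mouse, its effect rests on the 3 MFN2 libraries numbered 41 to 43. In the principal component analysis of the adjusted counts, with ComBat-seq repeated for each of the same 35 splits, 8 had a pseudo-F of genotype as large as the 3.49 of the real one; the 34 other splits ranged from 2.29 to 4.40.

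With the deposited counts, 100 of 100 splits of the 12 libraries into 8 and 4 gave at least the 0 genes of the real one, a count that no split can fall below. Of the same splits, 7 had as many genes as the 2386 of the real split at an unadjusted p under 0.05; the median of the 99 other splits was 569. Most of these splits put WT labels on libraries 72 to 76, which the real split does not, so that they also differ from it in how they divide the runs of library numbers. When labels were exchanged only within libraries 41 to 47, 13 of the 35 splits had as many genes, and the median of the 34 other splits was 2144. For the mitochondrial gene sets, 40 of the 100 splits had as many sets past the threshold as the 4 of the real one. Within libraries 41 to 47, 12 of the 35 splits did. The number of sets past the threshold thus cannot be told apart from that of other groupings of these mice. This number, at most 5, holds neither the size nor the direction of the scores. It also followed library 43: within libraries 41 to 47, splits that labelled it WT gave 0 or 1 set, and the other splits 2 to 5.

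In Table S4, 31 of the paper's 334 genes called lower have at most 10 deposited counts in every library. For 19 of these, ComBat-seq counts reached 100 or more in a WT library. Gm9972, chosen after its values were seen, had at most 10 deposited counts, 520 after ComBat-seq, and a log2 fold change of -8.92 in Table S4. The calls of such genes may come from the adjustment of low counts. The 6 forebrain genes of the list that Table S4 calls higher (Tbr1, Neurod6, Nrgn, Camk2a, Icam5 and Ddn) could come from library 43. After ComBat-seq without library 43, 2 of the 6 were called. Leaving out another MFN2 library instead left between 0 and 6, so that the number of calls alone did not settle this. The size of the differences did depend on library 43. With the deposited counts and without library 43, the log2 fold change was 0.47 for Neurod6, 0.61 for Nrgn, 0.38 for Camk2a, 0.092 for Icam5 and 0.48 for Ddn, while without any other MFN2 library it stayed above the 1.56, 2.52, 1.87, 3.21 and 5.02 of all 12 libraries. Tbr1, which was not tested, was at 88.8 CPM in library 43 and at most 0.816 CPM in the other 11 libraries. After ComBat-seq, the number of genes called ranged from 56 without library 75 to 5059 without library 41.

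The libraries numbered 72 to 76 lay apart from those numbered 41 to 47. Within the 8 MFN2 libraries alone the blocks separated (pseudo-F 2.79, exact permutation over 56 splits, p = 0.0179, the smallest p these splits can give). A library batch could account for this. By Xist and Ddx3y, MFN2 libraries 41 and 43 are male and 42 and 72 to 76 female, so this test does not separate batch from sex. On the second principal component, the female libraries 42, 45, 46 and 47 lay between 9.58 and 29.2. Libraries 72 to 76 lay between -35.1 and -20.7, which argues against sex alone as the cause of the split there. Within libraries 41 to 47 no separation of the genotypes was found (pseudo-F 1.29, exact permutation over 35 splits, p = 0.171), but library 43 is 1 of the 3 MFN2 libraries there. Without library 43, the pseudo-F was 3.81 between blocks (exact permutation over 21 splits, p = 0.0476, the smallest p these splits can give) and 0.88 between genotypes within libraries 41 to 47 (exact permutation over 15 splits, p = 0.6, where no p under 0.05 is possible), so that a separation by genotype within these libraries is not excluded. Across genes, the block difference within MFN2 mice had a Spearman rho of -0.23 with GC content and -0.029 with exon length, both below the size of 0.3 set beforehand; genes are not independent replicates.

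Strain segments shared by the MFN2 mice might place the genes with the lowest p near one another. The 100 genes with the lowest p formed 6 pairs within 1 Mb, against a median of 7 in 10000 random sets (one-sided permutation p = 0.74). No such clustering was thus found. As 0 genes passed the FDR threshold, these genes may hold few real differences, so that shared segments are not excluded. The paper describes the WT mice both as littermates and as C57BL/6, which leaves their background unsettled.

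Other values are given here. Those of Xist and Ddx3y bear on the sex of the libraries named above. Hoxd10 was at 1.90, 0.237, 2.66, 6.81 and 7.34 CPM in libraries 41, 45, 46, 47 and 76, at 3.06 in library 43, and between 13.6 and 32.1 CPM in the other 6 libraries. Hoxd11 was at most 2.00 CPM in the same low libraries and between 5.67 and 16.7 CPM in the other 6. The low values are those of WT libraries 45, 46 and 47 and MFN2 libraries 41, 43 and 76. Whether this difference between libraries bears on the comparisons of genotypes was not tested. Xist was at 0.271, 0.186 and 0 CPM in libraries 41, 43 and 44 and between 258 and 392 CPM in the other 9, while Ddx3y was at 90.7, 65.7 and 87.0 CPM in libraries 41, 43 and 44 and at 0 in the other 9. Rpsa-ps10, a processed pseudogene chosen after its values were seen whose reads can be shared with copies of Rpsa, had a log2 fold change of 4.47 (adjusted p = 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); it was at 3.34 CPM in MFN2 library 76, between 30.2 and 79.5 CPM in the other 7 MFN2 libraries and at 1.80 ± 0.394 CPM (SD, n = 4) in WT mice.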
